# DEAD‐box polypeptide 43 facilitates piRNA amplification by actively liberating RNA from Ago3‐piRISC

**DOI:** 10.15252/embr.202051313

**Published:** 2021-02-08

**Authors:** Ryo Murakami, Tetsutaro Sumiyoshi, Lumi Negishi, Mikiko C Siomi

**Keywords:** *Bombyx*, DDX43, DEAD‐box, KH domain, piRNA, RNA Biology

## Abstract

The piRNA amplification pathway in *Bombyx* is operated by Ago3 and Siwi in their piRISC form. The DEAD‐box protein, Vasa, facilitates Ago3‐piRISC production by liberating cleaved RNAs from Siwi‐piRISC in an ATP hydrolysis‐dependent manner. However, the Vasa‐like factor facilitating Siwi‐piRISC production along this pathway remains unknown. Here, we identify DEAD‐box polypeptide 43 (DDX43) as the Vasa‐like protein functioning in Siwi‐piRISC production. DDX43 belongs to the helicase superfamily II along with Vasa, and it contains a similar helicase core. DDX43 also contains a K‐homology (KH) domain, a prevalent RNA‐binding domain, within its N‐terminal region. Biochemical analyses show that the helicase core is responsible for Ago3‐piRISC interaction and ATP hydrolysis, while the KH domain enhances the ATPase activity of the helicase core. This enhancement is independent of the RNA‐binding activity of the KH domain. For maximal DDX43 RNA‐binding activity, both the KH domain and helicase core are required. This study not only provides new insight into the piRNA amplification mechanism but also reveals unique collaborations between the two domains supporting DDX43 function within the pathway.

## Introduction

PIWI‐interacting RNAs (piRNAs) are small non‐coding RNAs enriched within the germline where they repress transposons to maintain genome integrity (Czech *et al*, 2018; Yamashiro & Siomi, 2018). To achieve this, piRNAs assemble into piRNA‐induced silencing complexes (piRISC) along with PIWI proteins and target these complexes toward transposon transcripts through RNA–RNA base‐pairing (Reuter *et al*, 2011; Zhang *et al*, 2018). The loss‐of‐function of piRISC leads to transposon derepression and mobile transposition within the germline genome, resulting in severe defects in gonadal development, as well as infertility (Klattenhoff & Theurkauf, 2008; Chuma & Nakano, 2013; Rojas‐Rıós & Simonelig, 2018).

piRNAs originate from intergenic loci known as piRNA clusters where transposon fragments naturally accumulate in a nested fashion (Senti & Brennecke, 2010; Yamanaka *et al*, 2014). The RNA transcripts arising from these clusters are recognized as piRNA precursors and processed into mature piRNAs by specific machinery termed the primary pathway. The piRNAs are then amplified via the ping‐pong cycle depending on the endonuclease (slicer) activity of the two PIWI members (Czech & Hannon, 2016; Yamashiro & Siomi, 2018; Czech *et al*, 2018). In this pathway, not only the cluster transcripts but also the transposon mRNAs are consumed as the piRNA sources; therefore, the ping‐pong cycle is considered to be a transposon repression pathway.

The ping‐pong cycle was first discovered in *Drosophila* and mice (Aravin *et al*, 2007; Brennecke *et al*, 2007; Gunawardane *et al*, 2007) but is highly conserved across a wide range of animal species including humans (Aravin *et al*, 2008; Shibata *et al*, 2016; Shoji *et al*, 2017; Gainetdinov *et al*, 2018; Kim *et al*, 2019). The ping‐pong cycle is active only within germ cells in the germline, which hampers investigation of its mechanisms. However, insights have gradually been gained through recent studies using *Bombyx* (silkworms) as the experimental model organism because ovary‐derived cultured germ cells (e.g., BmN4 cells) that innately accommodate the ping‐pong cycle are available in silkworms (Kawaoka *et al*, 2009; Xiol *et al*, 2014; Nishida *et al*, 2015).

Silkworms express two PIWI members, Siwi and Ago3. Bioinformatic analysis of Siwi‐ and Ago3‐loaded piRNAs in BmN4 cells revealed typical ping‐pong signatures in their sequences: Siwi‐bound piRNAs are mostly antisense, while Ago3‐bound piRNAs are mostly sense to transposon mRNAs. Furthermore, Siwi‐ and Ago3‐bound piRNAs show strong complementarities along a 10‐nucleotide (nt) stretch at their 5′‐ends. The loss of Siwi attenuates Ago3‐piRISC production (Nishida *et al*, 2015). However, Siwi‐piRISCs are still produced upon Ago3 loss, with primary piRNAs loaded onto Siwi even in the absence of Ago3. This indicates that Siwi is located higher in the ping‐pong hierarchy than Ago3.

Siwi‐piRISC targets and cleaves transposon mRNAs into two pieces (Nishida *et al*, 2015). The 3′‐fragment is loaded onto piRNA‐unbound Ago3, giving rise to the Ago3‐piRISC precursor (pre‐Ago3‐piRISC). The 5′‐end of the RNA fragment is inserted into the 5′‐end binding pocket within Ago3. The 3′‐end contains extra bases that are not found in mature piRNAs, and these need to be removed for piRISC maturation. The factor responsible for this processing is Zucchini (Zuc), an endonuclease located on the surface of mitochondria (Nishimasu *et al*, 2012; Nishida *et al*, 2018; Izumi *et al*, 2020). Following processing, the 3′‐end of the now mature piRNA is finally inserted into the 3′‐end binding pocket of Ago3. Ago3‐piRISC is then released into the cytosol, where it, in turn, targets and cleaves antisense transposon transcripts into two pieces. The 3′‐fragment is loaded onto unbound Siwi and is processed by Zuc, producing Siwi‐piRISC. Siwi and Ago3 continue these reactions reciprocally, producing a large number of piRISCs in germ cells.

Our *in vitro* assays previously demonstrated that RNAs cleaved by Siwi‐piRISC remain tightly bound to the piRISC (Nishida *et al*, 2015). In contrast, under the same conditions, RNAs cleaved by Ago2‐RISC are immediately released from the complex. These findings indicated that Siwi‐piRISC, but not Ago2‐RISC, requires an additional factor to evict the cleaved RNAs. Siwi‐cleaved RNAs serve as the substrate for Ago3‐bound piRNA production, while Ago2‐cleaved RNAs are destined to be degraded completely to accomplish target gene silencing. Considering these contexts, the results of these previous assays were as expected.

Vasa is a DEAD‐box protein of the helicase superfamily II (SFII) and has been used as a germ cell marker because of its cell‐specific expression (Gustafson & Wessel, 2010). *Drosophila* genetics revealed that Vasa is necessary for piRNA biogenesis in the ovaries (Ai & Kai, 2007; Malone *et al*, 2009). However, the molecular function of Vasa along the ping‐pong pathway remained unknown. In our previous study, we incubated Siwi‐piRISC with Vasa *in vitro*, and following incubation, we observed that the cleaved RNAs were actively released from Siwi‐piRISC in an ATP‐dependent manner, although Vasa failed to liberate cleaved RNAs from Ago3‐piRISC (Nishida *et al*, 2015). This suggested that another Vasa‐like factor functions in the ping‐pong pathway to liberate cleaved RNAs from Ago3‐piRISC. However, this factor remains unidentified.

In this study, we identified DEAD‐box polypeptide 43 (DDX43) as the factor liberating cleaved RNAs from Ago3‐piRISC in an ATP hydrolysis‐dependent manner. Similar to Vasa, DDX43 belongs to SFII and contains a helicase core consisting of RecA1 and RecA2 (Talwar *et al*, 2017). DDX43‐bound Ago3 was predominantly in the piRISC form, whereas Siwi in the piRISC was mainly piRNA‐unbound. Further, recombinant DDX43 released cleaved RNAs from Ago3‐piRISC but not from Siwi‐piRISC, and DDX43 depletion in BmN4 cells impaired Ago3‐dependent Siwi‐piRISC production.

DDX43 also contains a K‐homology (KH) domain, one of the most prevalent RNA‐binding domains (Siomi *et al*, 1994; Valverde *et al*, 2008), within its N‐terminal auxiliary region. This domain structure is conserved in human DDX43 (also termed the helicase antigen gene) (Talwar *et al*, 2017; Wu *et al*, 2019). Biochemical analysis revealed that the helicase core of DDX43 was responsible for Ago3 binding and ATP hydrolysis, while the KH domain enhanced the ATPase activity of the helicase core but this enhancement was not dependent on the RNA‐binding activity. Maximal RNA‐binding activity of DDX43 required both the KH domain and the helicase core. A new function of the KH domain was revealed.

## Results and Discussion

DEAD‐box proteins including Vasa hydrolyze ATP to release the energy required to perform dedicated functions, such as RNA unwinding, in the presence of magnesium ions (Mg^2+^) (Sengoku *et al*, 2006). We hypothesized that Vasa, in the absence of Mg^2+^, would remain bound to Siwi‐piRISC because of the resulting failures in displacing cleaved RNAs from the piRISC. This would be in agreement with previous findings that the E339Q mutant of Vasa, which is defective in ATP hydrolysis, remains bound to Siwi‐piRISC along with piRNA‐unbound Ago3 (Xiol *et al*, 2014; Nishida *et al*, 2015). To test this hypothesis, we prepared BmN4 cell lysates with and without 1 mM EDTA (EDTA+ and EDTA−, respectively) and conducted immunoprecipitation assays using anti‐Siwi and anti‐Vasa antibodies. The EDTA− lysate was supplemented with 5 mM Mg^2+^. Western blotting showed that the Vasa–Siwi interaction was much tighter in the presence of EDTA (Fig 1A). Thus, Mg^2+^ chelation by EDTA enhanced the Vasa–Siwi interaction.

**Figure 1:**
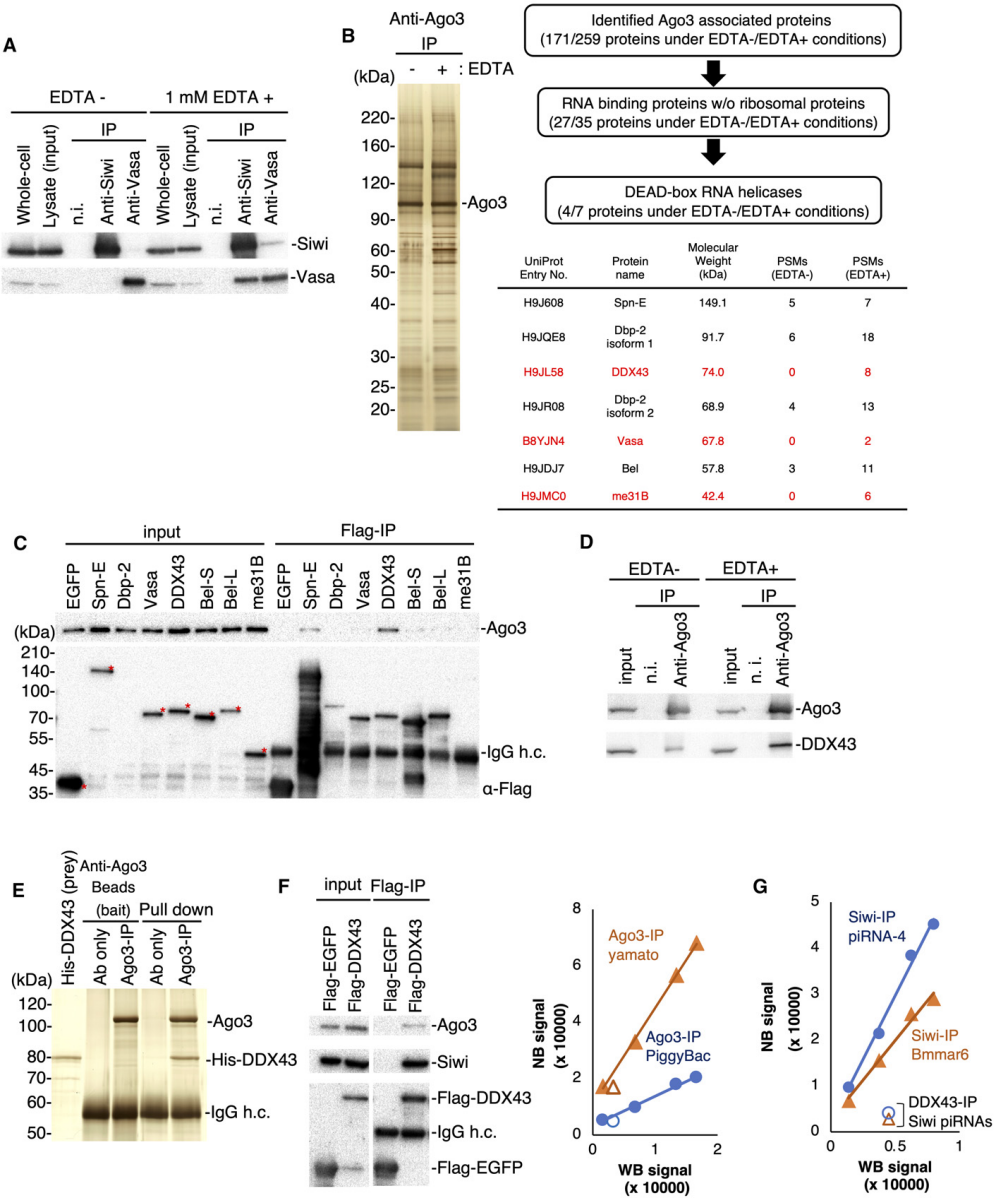
Identification of RNA helicase DDX43 associated with Ago3 ACo‐immunoprecipitation of the Siwi–Vasa complex in the presence and absence of EDTA. Isolated proteins were subjected to Western blotting. n.i.: non‐immune mouse IgG.BCo‐immunoprecipitation and identification of Ago3‐associated proteins. Left: The immunopurified Ago3 complex was resolved by SDS–PAGE and silver‐stained. Right: DEAD‐box helicases identified by mass spectrometry. Proteins identified by co‐immunoprecipitation under EDTA‐containing conditions only are listed in red. PSM: peptide sequence match.CCo‐immunoprecipitation using BmN4 cells transfected with the Flag‐tagged DEAD‐box helicases identified by shotgun proteomics. The Flag‐tagged proteins and Ago3 were detected by Western blotting. Full‐length Flag‐tagged proteins are indicated with red asterisks. h.c.: heavy chain.DCo‐immunoprecipitation of endogenous Ago3 and DDX43 in the presence or absence of EDTA. These factors were detected by Western blotting.EPull‐down assay using high salt‐washed Ago3‐conjugated magnetic beads and purified His‐DDX43. All samples were subjected to SDS–PAGE and detected by silver staining.F, GAnalysis of Siwi‐piRNA and Ago3‐piRNA levels in Siwi and Ago3 complexes with DDX43, respectively. The WB (Western blotting) and NB (Northern blotting) signals represent the PIWI protein and piRNA levels, respectively (see also Fig EV1A and B). The relative ratios of piRISC were calculated based on the signal intensities of the PIWI proteins and piRNAs.

This finding encouraged us to pursue similar experiments using anti‐Ago3 antibodies to identify a Vasa‐like factor for Ago3‐piRISC. Co‐immunoprecipitated proteins with Ago3 (Fig 1B) were forwarded for mass spectrometry analysis. This identified 171 and 259 proteins as Ago3‐interactors in the EDTA− and EDTA+ lysates, respectively (Dataset EV1). Gene ontology analysis categorized seven of the proteins in the EDTA+ dataset as DNA/RNA helicases (Fig 1B). Vasa appeared in this list but its peptide sequence match (PSM) score was the lowest among the seven proteins. Three out of the seven proteins were only present in the EDTA+ dataset (listed in red in Fig 1B).

To verify their physical interactions with Ago3, we cloned the cDNAs of these seven proteins, expressed them individually in BmN4 cells, and performed immunoprecipitation. It is noted that we did not employ Dbp‐2 isoform 2 in the assays because the sequence fully overlaps with that of Dbp‐2 isoform 1. Instead, we employed Bel long isoform (Bel‐L) and Bel short isoform (Bel‐S) because both cDNAs were available in our laboratories. DDX43 bound Ago3 more tightly than the other proteins (Fig 1C), and this interaction became even stronger upon EDTA addition to the lysate (Fig 1D). The specificity of the Ago3–DDX43 interaction was verified by pull‐down assays (Fig 1E). Spindle‐E (Spn‐E), another DEAD‐box protein essential for piRNA biogenesis (Shoji *et al*, 2009; Nishida *et al*, 2015; Andress *et al*, 2016), also bound with Ago3 but to a much lesser extent (Fig 1C). We previously showed that the depletion of Spn‐E in BmN4 cells attenuates primary Siwi‐piRISC production, resulting in the loss of both Siwi‐piRISC and Ago3‐piRISC (Nishida *et al*, 2015), excluding the possibility that Spn‐E is the Vasa counterpart. We, therefore, focused on DDX43 in all further investigations.

If DDX43 is the *bona fide* factor facilitating Siwi‐piRISC production in the ping‐pong cycle, Ago3 in the DDX43 complex would mostly be in the piRISC form. To test this, we isolated RNAs from the DDX43 complex and probed them with DNA oligos to detect two representatives of Ago3‐bound piRNAs, PiggyBac‐piRNA and Yamato‐piRNA (Nishida *et al*, 2015). Neither of these piRNAs has been found in the Siwi‐bound piRNA pool (Nishida *et al*, 2015), indicating the high specificity of Ago3 binding. A comparison of the piRNA levels in the DDX43 complex with those present with Ago3 in the whole lysate indicated that Ago3 in the DDX43 complex was indeed predominantly in the piRISC form (Figs 1F and EV1A). Siwi was also detected in the DDX43 complex (Fig 1F). Siwi appeared to be more abundant than Ago3 in the complex; however, the signal levels in this experiment vary widely depending on the titer of each antibody. Siwi in the DDX43 complex was mostly devoid of piRNA (Figs 1G and EV1B). These findings strongly support the notion that DDX43 binds Ago3‐piRISC and piRNA‐unbound Siwi simultaneously, just as Vasa interconnects Siwi‐piRISC and piRNA‐unbound Ago3 in the ping‐pong cycle (Nishida *et al*, 2015).

**Figure EV1:**
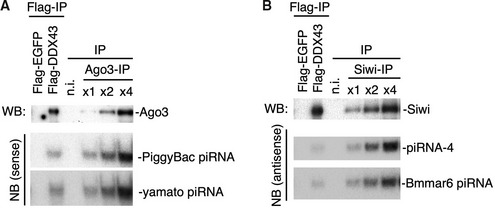
Analysis of the ratios of piRISC bound to DDX43 Ago3 interaction with DDX43 was detected by Western blotting (WB). The Ago3‐piRNAs, PiggyBac‐piRNA and yamato‐piRNA, were detected by Northern blotting (NB).Siwi interaction with DDX43 was detected by Western blotting. The Siwi‐piRNAs, piRNA‐4 and Bmmar6‐piRNA, were detected by Northern blotting.

Our recent investigations showed that the Tudor domain‐containing protein, Vreteno (Vret), facilitates Ago3‐dependent Siwi‐piRISC production in the ping‐pong cycle (Nishida *et al*, 2020). Our study also showed that a subset of nuage (germ cell‐specific granules), which we termed Ago3 bodies, are central hubs in the Siwi‐piRISC production. This claim was based on our observations that Ago3 bodies are not assembled in Vret‐lacking cells, although Ago3‐piRISC and unbound Siwi are present in these cells. In the absence of Vret, the level of Siwi‐piRISC biogenesis is negligible. Further, Ago3 body assembly requires Ago3 but not Siwi.

In the present study, we examined how DDX43 depletion influences Ago3 body formation: The lack of DDX43, in contrast to Vret depletion, hardly impacted the appearance of Ago3 bodies (Fig 2A), indicating that DDX43 is dispensable for Ago3 body assembly. This suggested that DDX43 functions downstream of Vret in the pathway.

**Figure 2:**
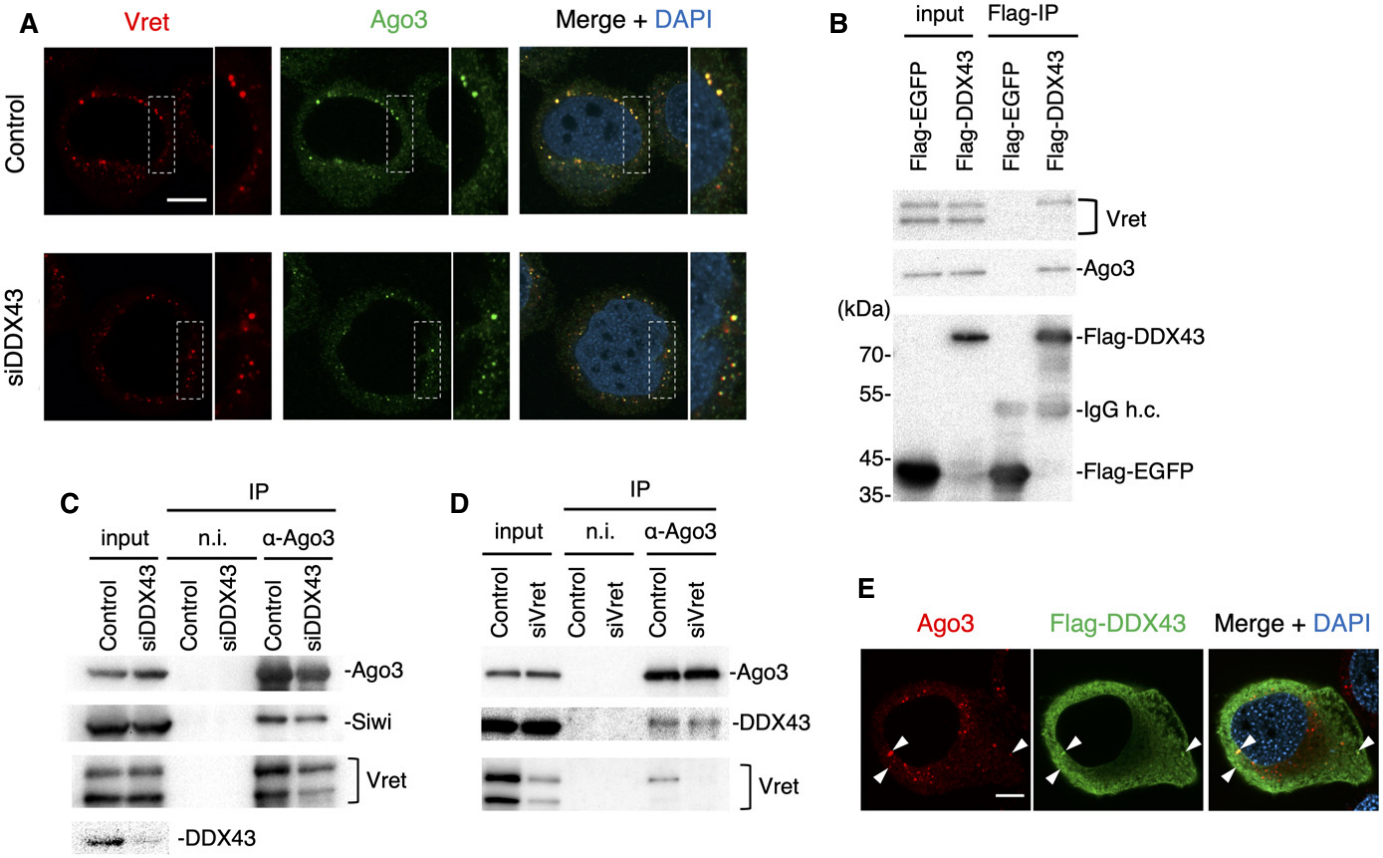
DDX43 depletion does not affect the formation of the Ago3–Vret complex AImmunofluorescence showing the Vret (red) and Ago3 (green) signals in DDX43‐depleted BmN4 cells (siDDX43). DAPI shows the nuclei (blue). Scale bar: 10 µm. The insets show high‐magnification images of the part indicated sections.BImmunoprecipitation and Western blotting showing that DDX43 associated with Vret and Ago3.C, DImmunoprecipitation of endogenous Siwi, DDX43, and Vret bound with Ago3 from DDX43‐depleted (C) or Vret‐depleted (D) cells. The factors were detected by Western blotting. Ago3 interacts with Vret and DDX43 independently of the other.EImmunofluorescence showing Ago3 (red) and Flag‐DDX43 (green) signals in BmN4 cells. DAPI shows the nuclei (blue). Arrowheads indicate colocalization of these factors. Scale bar: 10 µm.

Both Vret and DDX43 interconnect Ago3‐piRISC and piRNA‐unbound Siwi in BmN4 cells (Nishida *et al*, 2020 and this study). We speculated that Vret and DDX43 physically interact with each other through the ping‐pong cycle although such interaction would be transient. Probing the DDX43 complex components with an anti‐Vret antibody showed that Vret, and particularly its longer isoform (Nishida *et al*, 2020), associated with DDX43 (Fig 2B). We then examined mutual dependencies between Vret and DDX43 in terms of Ago3 association. Vret associated with Ago3 in the absence of DDX43 (Fig 2C), agreeing with the above observation that Ago3 bodies are assembled in DDX43‐depleted cells as they are in control cells (Fig 2A). Likewise, the depletion of Vret had little effect on the Ago3–DDX43 interaction (Fig 2D). This suggested the intriguing idea that Ago3 and DDX43 interact in the cytosol and co‐localize to Ago3 bodies. This type of regulation would be beneficial to the ping‐pong cycle because it would ensure that DDX43 immediately acts on Ago3‐piRISC to liberate RNAs from the complex upon target RNA cleavage. Flag‐DDX43 was detected at Ago3 bodies although the major fraction was cytosolic upon its ectopic expression in BmN4 cells (Fig 2E).

If DDX43 is the Vasa‐like factor acting with Ago3‐piRISC to produce Siwi‐piRISC in the ping‐pong cycle, piRNA loading of Ago3 should barely be impacted by the loss of DDX43, unlike the loss of Vasa (Xiol *et al*, 2014; Nishida *et al*, 2015). We knocked down Vasa and DDX43 individually in BmN4 cells and then expressed Flag‐Siwi and Flag‐Ago3 in these cells (Fig 3A). Examination of the PIWI‐piRNA‐loading status revealed that both PIWI proteins were indeed loaded fully with piRNAs in the absence of DDX43 but only Siwi was loaded with piRNAs in the absence of Vasa (Fig 3A). We then deep‐sequenced Siwi‐bound piRNAs in DDX43‐lacking BmN4 cells and compared the resulting reads with those from Siwi‐bound piRNAs in the control and Vasa‐depleted cells (Nishida *et al*, 2015). 

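Small RNAs bound to Flag-Siwi were sequenced from 2 biological replicates of DDX43-depleted BmN4 cells, library-1 and library-2. BmN4 is a cell line derived from the silkworm ovary in which Siwi and Ago3 operate the ping-pong cycle. The cells received 500 pmol of siRNA duplex against DDX43 by electroporation and 2 µg of a plasmid expressing Flag-Siwi. They were kept at 26°C after plasmid transfection, for 48 h according to the methods and for 24 h according to the sample labels. RNAs were isolated from the Flag-Siwi immunoprecipitates and sequenced as small RNA libraries. The authors removed the adaptor sequences, tallied each distinct sequence and deposited its abundance in each library as RPM, normalized to the total reads of that library. Every nonzero value (100% in both libraries) was a whole multiple of the value of 1 read, so the reads behind each RPM value were recovered. Library-1 held 2522721 reads of 413277 distinct sequences, and 1 read was worth 0.396 RPM. Library-2 held 2251795 reads of 408608 distinct sequences, and 1 read was worth 0.444 RPM. A sequence with 0 reads could be present at up to 1.19 RPM in library-1 and 1.33 RPM in library-2 (3 reads). These limits cover counting error only, because PCR copies are not independent molecules. In total, 652429 distinct sequences of 22 to 32 nt were listed. Of these, 169456 were present in both libraries and held 88.4% of RPM in library-1 and 87.3% in library-2. A single read was behind 268572 sequences in library-1 and 267689 in library-2. The sequences were used as listed, without mapping to a genome. The libraries from control and Vasa-depleted cells, which came from the previous study, were not analysed here, and values are given as the mean ± SD of the 2 libraries from DDX43-depleted cells.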

In theory, Siwi‐bound piRNAs in the control cells would comprise a mixture of primary and amplified piRNAs, whereas those in Vasa‐depleted cells should be biased toward primary piRNAs. However, we found no obvious differences between the Siwi‐bound piRNA pools before and after DDX43 depletion (Fig EV2, EV3, EV4). 

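In DDX43-depleted cells, sequences of 25 to 31 nt held 98.2% ± 0.293 (SD, n = 2) of RPM. Lengths of 28 and 29 nt were the most abundant, with 33.3% ± 1.94 (SD, n = 2) and 35.3% ± 0.489 (SD, n = 2) of RPM. In relative terms, the libraries differed most in the 25-nt class, which held 2.07% of RPM in library-1 and 3.34% in library-2. Among sequences of 25 to 31 nt, those with U at position 1 held 77.1% ± 0.112 (SD, n = 2) of RPM and those with A at position 10 held 32.1% ± 0.239 (SD, n = 2). The alternative that moved the share with U at position 1 most was counting each distinct sequence once, which gave 65.0%. Leaving out the 10 most abundant sequences lowered the share with U at position 1 to 73.8% and raised the share with A at position 10 to 36.5%.

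**Figure D1:**
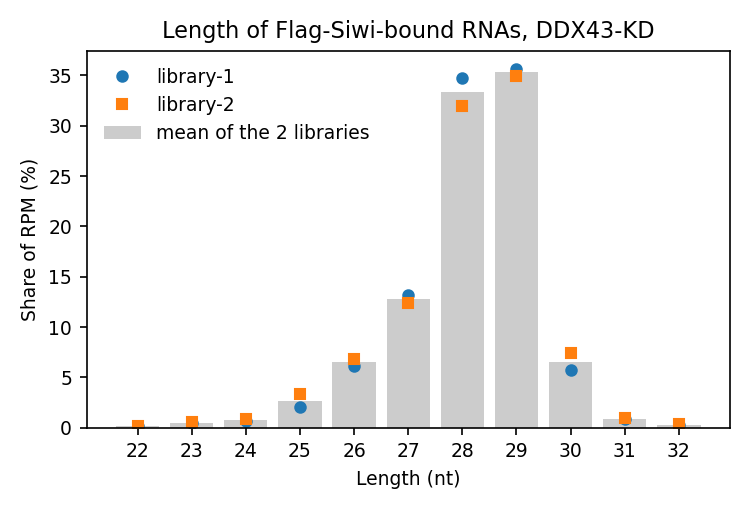
Share of RPM (vertical axis, %) at each RNA length (horizontal axis, nt) in the Flag-Siwi libraries from DDX43-depleted cells. Grey bars show the mean of the 2 libraries, circles library-1 and squares library-2; lengths of 28 and 29 nt hold 33.3% and 35.3% of RPM on average.

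The 10 most abundant sequences held 16.3% ± 1.74 (SD, n = 2) of RPM. The highest mean was that of TCTTCGGTAGTATAGTGGTCAGTATCCCC, with 90722 RPM in library-1 and 81427 RPM in library-2. Its 28-nt isoform TCTTCGGTAGTATAGTGGTCAGTATCCC followed with 38715 and 31747 RPM. The 11 sequences that shared the first 20 nt of this pair held 14.1% of RPM in library-1 and 12.5% in library-2. The sequences were not mapped, so the RNA from which these derive, and whether they are piRNAs, was not determined here. They are included in the shares by length and by base. TGACTGCAAAATAGGTGATTCTTGATGC ranked next with 10181 and 7922 RPM. TCGAAGAAGAGGGCTCCTGTCGGAATGG had 7814 and 5588 RPM, and AACTCAAGACACAAGATCGCGACGGCAGC had 7139 and 4923 RPM. The Siwi-piRNAs probed on Northern blots were counted as sequences sharing at least 20 consecutive nt with the complement of the probe. Those of piRNA-4 (TAAATTCCCAGAAACCGAAGTTACTCCC) summed to 33.3 RPM in library-1 and 45.3 RPM in library-2, and its most abundant form TAAATTCCCAGAAACCGAAGTTACTCCCC had 14.3 and 20.9 RPM. Those of Bmmar6-piRNA (TGTAATCTAACGGATTCAAATCTGGACT) summed to 328 and 346 RPM, of which the probed sequence itself gave 74.5 and 97.3 RPM.
Overlaps between 5′ ends, the mark of the ping-pong cycle, were counted over the 8930 sequences of 25 to 31 nt with over 10 RPM in both libraries, each on a match of 10 nt. Both partners came from the Flag-Siwi libraries, while the paper describes this complementarity between Siwi-bound and Ago3-bound piRNAs. No Ago3 library was analysed here. Matches with an overlap of 10 to 20 nt were weighted by the product of the RPM of the 2 sequences. Of these, an overlap of 10 nt made up 65.3% in library-1 and 65.6% in library-2. The next largest share, at 19 nt, was 9.20% and 9.49%. A pair at 10 nt was always counted from both members, while a longer overlap could be counted from 1 only. The count at 10 nt is therefore raised by up to 2-fold relative to longer overlaps, and the z-scores with it. The z-score of the 10-nt overlap against overlaps of 11 to 20 nt was 24.8 ± 0.669 (SD, n = 2). It was 49.4 when each match had the same weight, whatever its RPM. A partner at an overlap of 10 nt was present for 1410 of these sequences (15.8%), against 152 (1.70%) at an overlap of 15 nt. Here too, both members of a pair counted at 10 nt, and 1 or both at 15 nt.

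**Figure D2:**
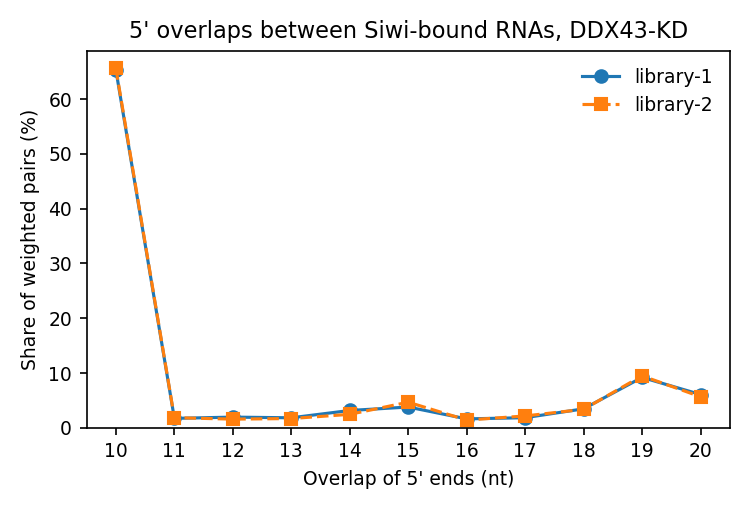
Share of weighted pairs (vertical axis, %) at each overlap of 5′ ends (horizontal axis, nt) among Siwi-bound RNAs from DDX43-depleted cells, in library-1 (circles) and library-2 (squares). Overlaps of 10 nt make up 65.3% and 65.6%. A pair at 10 nt is counted from both members, a longer overlap from 1 or both.

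The pools before DDX43 depletion were not analysed here, so these values describe DDX43-depleted cells only. From its comparison with the control pool, the paper states that no obvious differences were found, and it attributes this to DDX43 that remained after RNAi.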

We attributed this to residual DDX43 remaining in the cells even after extensive RNAi treatment (Fig 3A). CRISPR system‐mediated DDX43 knockout would be desirable to investigate the pronounced phenotype, but was difficult to achieve in BmN4 cells for technical reasons.

**Figure 3:**
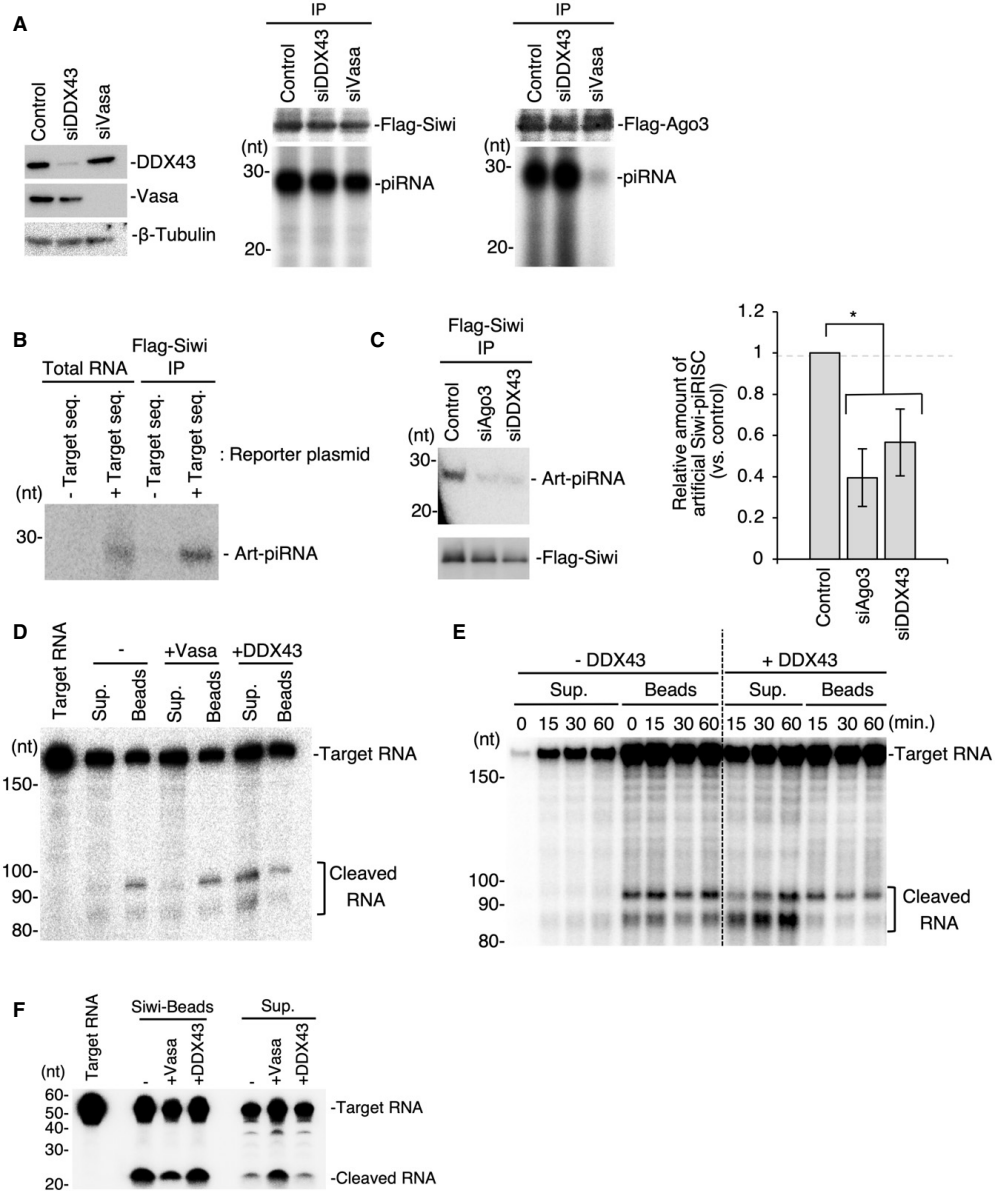
DDX43 unwinds Ago3‐cleaved RNA and drives Siwi‐piRISC biogenesis Analysis of Siwi‐piRNA and Ago3‐piRNA production in DDX43‐ or Vasa‐knockdown BmN4 cells. Left: The expression levels of DDX43 and Vasa following RNAi treatment. Middle and right: Comparison of Siwi‐piRNA and Ago3‐piRNA levels following DDX43 or Vasa knockdown by RNAi. The piRNAs were isolated by the immunoprecipitation of Flag‐tagged proteins from knockdown cells transfected with Flag‐Siwi or Flag‐Ago3 and then ^32^P‐labeled.Artificial Siwi‐piRNA production from a reporter plasmid encoding the PiggyBac‐piRNA target sequence.Analysis of the artificial piRNA levels in DDX43‐knockdown BmN4 cells. Left: Artificial piRNA and Flag‐Siwi were detected by Northern blotting and Western blotting, respectively. Right: Quantification of artificial Siwi‐piRISC formed by the ping‐pong cycle pathway. Data represent the mean ± standard deviations, *n* = 3 independent experiments. *P < 0.05 as determined with the *t*‐test.RNA‐unwinding assays upon Ago3‐piRISC‐dependent target RNA cleavage (Fig EV3D). Recombinant Vasa or DDX43 was added and incubated in the reaction mixture upon cleavage and the materials were separated using a magnet to supernatant (Sup.) and bead (Beads) fractions. RNAs cleaved by Ago3 are shown as “Cleaved RNA”. DDX43 but not Vasa released the cleaved target RNA from Ago3‐piRISC.Time dependency of the DDX43 unwinding activity. Sup: supernatant.RNA‐unwinding assays upon Ago3‐piRISC‐dependent target RNA cleavage as in (D). Recombinant DDX43 was added and incubated in the reaction mixture upon cleavage for 0 min (i.e., no cleavage), 15, 30, and 60 min, and the materials were separated using a magnet to supernatant (Sup.) and bead (Beads) fractions. RNAs cleaved by Ago3 are shown as “Cleaved RNA”. DDX43 fails to unwind cleaved RNAs from Siwi‐piRISC. – DDX43 means no DDX43 added in the reaction mixture.

**Figure EV2:**
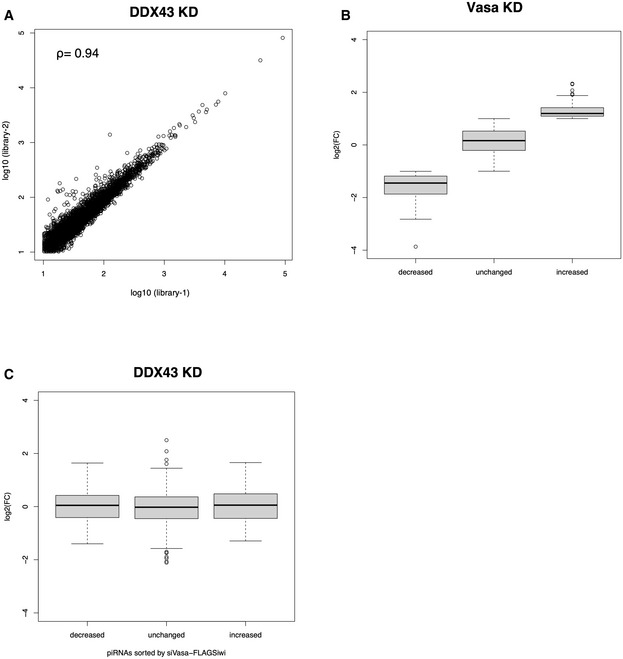
Comparison of Siwi‐piRNA profiles in Vasa‐ and DDX43‐depleted cells Scatter plot of normalized Flag‐Siwi‐piRNA abundance in two replicate sequencing libraries (library‐1 and library‐2) generated from DDX43‐depleted BmN4 cells (Spearman’s Rho = 0.94). Each data point represents a piRNA sequence.Boxplot showing the log_2_‐fold change in the Vasa‐KD (RPM)/Control (RPM) ratios. The piRNAs with a reads per million (RPM) ratio ≥ 2, 0.5 < ratio < 2, or ≤ 0.5 were categorized as increased, unchanged, and decreased, respectively. Median, first and third quartile, maximum and minimum values, and outliers are presented as the central band, boxes, whiskers, and circles. The combined datasets (*n* = 2, biological replicates) were used for analysis.Boxplot showing the log_2_‐fold change in the DDX43‐KD (RPM)/Control (RPM) ratios of piRNAs in the increased, unchanged, and decreased groups as defined in (B). Median, first and third quartile, maximum and minimum values, and outliers are presented as the central band, boxes, whiskers, and circles. The combined datasets (*n* = 2, biological replicates) were used for analysis.

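Sequences were included when their abundance was over 10 RPM in both libraries, which left 9016. Across these sequences, Spearman's rho between library-1 and library-2 was 0.885 (95% interval 0.879 to 0.891, from 1000 bootstrap resamples of sequences). Sequences are not independent replicates, so no p-value is given. To measure what counting error alone leaves of the correlation, 100 pairs of libraries were drawn from the pooled reads at the same depths. Their rho was 0.938 on average and lay between 0.935 and 0.941. Summing the sequences that shared their first 20 nt gave a rho of 0.917 over 8910 sums. Pearson's r of log10 RPM over the 9016 sequences was 0.945. The alternative that moved rho most was to apply no limit on RPM, which gave -0.0123 over all listed sequences, many of which had 1 read in 1 library.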

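The limits of 2-fold used for the groups of increased and decreased piRNAs were applied to the library-2/library-1 ratio of DDX43-depleted cells, to give the spread between the replicates. Of the sequences with over 10 RPM in both libraries, 137 were at least 2-fold higher and 38 at least 2-fold lower in library-2, together 1.94%. Libraries drawn at random from the pooled reads held 1.73 and 1.87 such sequences on average, and at most 5 in each direction. Requiring over 10 RPM in at least 1 library raised the number from 175 to 1060, the largest move among the alternatives. A two-sided exact binomial test on the recovered reads, with Benjamini-Hochberg adjustment over all sequences tested, found 970 sequences (10.8%) that differed between the libraries at an adjusted p-value under 0.05. Of these, 500 were higher and 470 lower in library-2, and all 175 sequences past the 2-fold limits were among them. This test compares these 2 libraries and not conditions. The SD of the log2 ratio was 0.41 for sequences with a mean of 10 to 30 RPM, against 0.29 from counting error alone. For sequences with a mean over 100 RPM it was 0.39, against 0.10 from counting error alone.

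**Figure D3:**
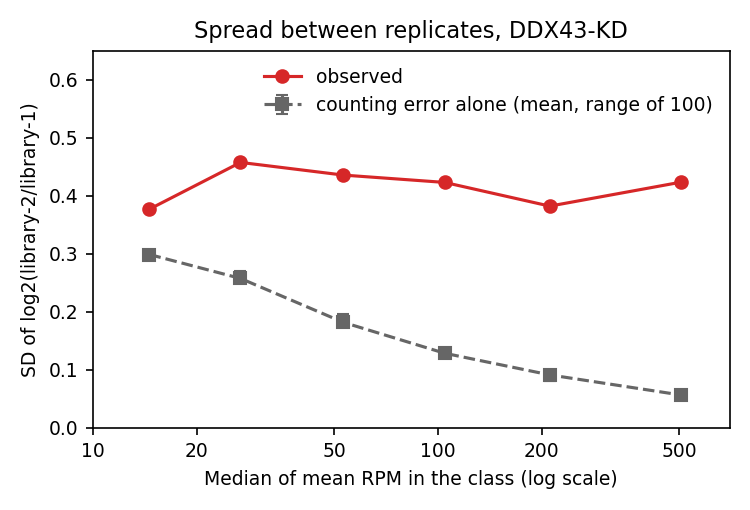
SD of the log2 library-2/library-1 ratio (vertical axis) in 6 classes of abundance (horizontal axis, median of the mean RPM in the class, log scale) in DDX43-depleted cells. Red circles are observed values and grey squares the mean of 100 simulated library pairs with counting error alone, with bars from the lowest to the highest; in the class over 320 RPM the observed SD is 0.42 and the simulated one 0.06.

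The largest ratio was that of AACGATCGCAGACGGTCGAAGTTGACCGC, with 126 RPM in library-1 and 1395 RPM in library-2 (318 and 3141 reads), 11.1-fold higher in library-2. AGATCTTATGTCGATGTGGCGTGT rose from 18.6 to 180.3 RPM and TCACCCAGGAGGCTCGGGTTCGATTCCC from 17.0 to 132 RPM. The smallest ratio was that of TCCGACACAGAAACATCAGCAAGACAGAA, with 32.5 RPM in library-1 and 12.0 RPM in library-2 (ratio 0.369, adjusted p = 6.29e-05 from the exact binomial test). GCCTTGCGGGACTCCGGCTGTGACGTGT fell from 34.1 to 13.8 RPM and TGTGAGTCCAAGACGGGATATTTGTGG from 26.6 to 11.1 RPM.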

**Figure EV3:**
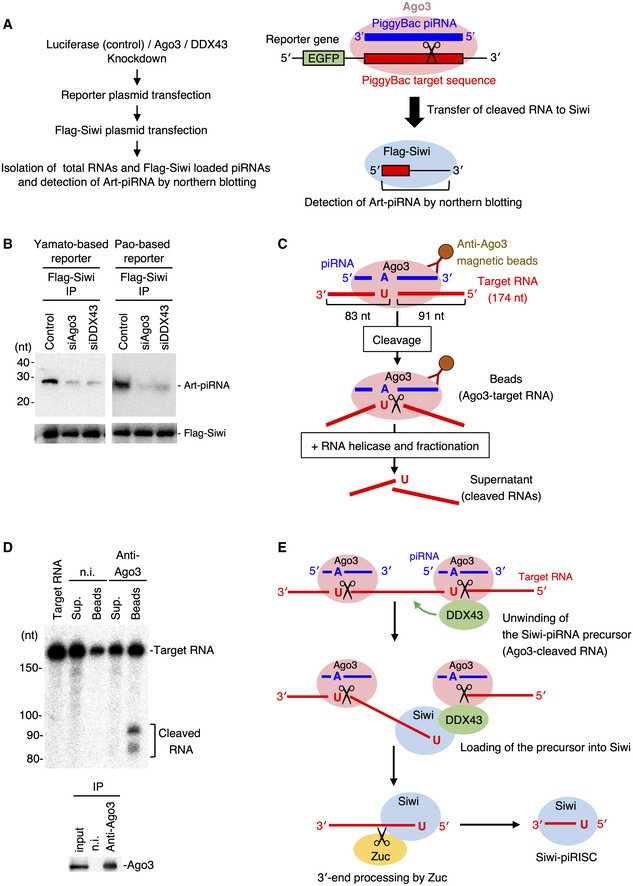
*In vivo* reporter assay and *in vitro* unwinding assay Experimental procedure for the *in vivo* reporter assay (see Materials and Methods for further details) used to detect artificial Siwi‐piRNA produced by a reporter plasmid encoding the PiggyBac‐piRNA target sequence.Analysis of the Yamato‐based and Pao‐based artificial piRNA biogenesis in DDX43‐depleted BmN4 cells related to Fig 3C.The experimental procedure for the Ago3‐cleaved target RNA‐unwinding assay (see Materials and Methods for further details).
*In vitro* target RNA cleavage by Ago3 and fractionation of the cleaved RNAs. n.i.: non‐immune mouse IgG. Sup: supernatant. The cleaved target RNA remained bound to Ago3‐piRISC upon cleavage.Model of step‐by‐step pre‐Siwi‐piRISC assembly: Upon cleavage, the 5′‐end of 3′‐fragment is first bound to Siwi while the 3′‐end of the piRNA precursor is still attached to Ago3‐piRISC. The 3′‐end of the fragment is then released from Ago3‐piRISC, producing pre‐Siwi‐piRISC for Zuc‐dependent maturation.

**Figure EV4:**
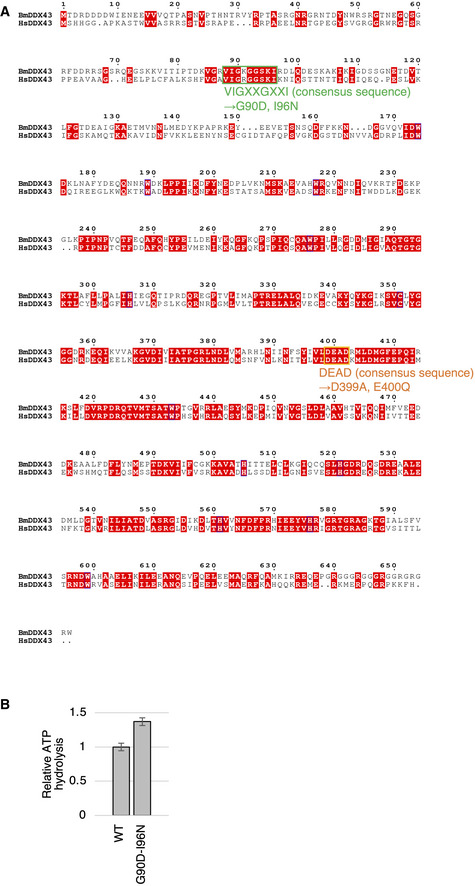
The consensus sequence in the DEAD and KD domains of DDX43 Sequence alignment of human and *Bombyx* DDX43. The conserved motifs of the KH domain and DEAD‐box domain are indicated in green and orange, respectively.ATPase activity of the DDX43 G90D‐I96N mutant (GIDN). Data represent the mean ± standard deviation, *n* = 3 independent experiments.

We considered that another assay system would be necessary to fully elucidate the function of DDX43 within the ping‐pong pathway. To this purpose, we constructed an *in vivo* assay system by modifying a system reported previously (Xiol *et al*, 2014). An artificial target RNA was designed to contain a 26‐nt stretch complementary to one of the Ago3‐bound piRNAs, PiggyBac‐piRNA, which should, therefore, be cleaved by endogenous Ago3‐piRISC upon its ectopic expression in BmN4 cells (Fig EV3A). After cleavage, the 3′‐26‐nt fragment was expected to bind to unloaded Siwi. This RNA loading would instantly give rise to mature Siwi‐piRISC because the 26‐nt fragment does not require Zuc for 3′‐end processing. We first confirmed that the artificial piRNA (Art‐piRNA) designed based on endogenous PiggyBac‐piRNA did not exist in the naïve BmN4 cells (Fig 3B). Then, as expected, upon ectopic expression of the precursor RNA we found that Siwi was loaded with Art‐piRNA (Fig 3B). The reporter plasmid lacking the complementary sequence to PiggyBac‐piRNA failed to produce the Siwi–Art‐piRNA complex (Fig 3B). The level of Art‐piRNA loaded on Siwi was significantly reduced by the loss of Ago3 (Fig 3C), confirming the Ago3 dependency of Siwi‐piRISC production. A similar result was obtained when DDX43 was depleted, although the degree of reduction was slightly less (Fig 3C). Similar results were obtained when Art‐piRNAs were designed based on endogenous Yamato‐ and Pao‐piRNAs (Fig EV3B). These results corroborate the requirement of DDX43 for Ago3‐dependent Siwi‐piRISC production.

We finally set out to examine whether DDX43 activity liberates RNAs from Ago3‐piRISC in *in vitro* assays (Fig EV3C). Target RNAs cleaved by Ago3‐piRISC remained on the complex when no other factors were added to the reaction mixture (Fig EV3D), as previously shown (Nishida *et al*, 2015). The RNA fragments were, however, released to the supernatant upon incubation with DDX43 (Fig 3D). Vasa, employed as a control, showed no such activity (Fig 3D). A time‐course experiment over 1 h (Fig 3E) demonstrated that the 3′‐fragment (83 nt) was liberated to the supernatant more rapidly from Ago3‐piRISC (i.e., the Beads fraction) than the 5′‐fragment (91 nt) in the presence of DDX43. We considered this reasonable because the 3′‐fragment base‐pairs with Ago3‐bound piRNA over a 10‐nt stretch, while the 5′‐fragment base‐pairs over 16 nt, which is a more stable interaction. This suggests an interesting model of “step‐by‐step” assembly of the Siwi‐piRISC precursor (i.e., pre‐Siwi‐piRISC); namely, the 5′‐end of 3′‐fragment (i.e., the precursor for Siwi‐loaded piRNA) is first bound to Siwi while the 3′‐end of the precursor is still attached to Ago3‐piRISC. Then, the 3′‐end of the precursor dissociates from Ago3‐piRISC, fully liberating the pre‐piRISC to the environment for Zuc‐dependent maturation (Fig EV3E). This model was supported by the fact that after a 2‐h incubation with DDX43, the longer 5′‐fragment also appeared in the supernatant along with the shorter 3′‐fragment (Fig 3D). Target RNAs cleaved by Siwi‐piRISC remained on the complex even after incubation with DDX43 (Fig 3F), confirming the specificity of DDX43 functioning for Ago3.

Besides the central RNA helicase core, DDX43 has an N‐terminal K‐homology (KH) domain (Fig 4A), which is a prevalent RNA‐binding domain found in many RNA‐binding proteins (Valverde *et al*, 2008). This domain organization of DDX43 with an N‐terminal KH domain and a central helicase core is unique and conserved at least between silkworms and humans (Fig EV4A; Talwar *et al*, 2017).

**Figure 4:**
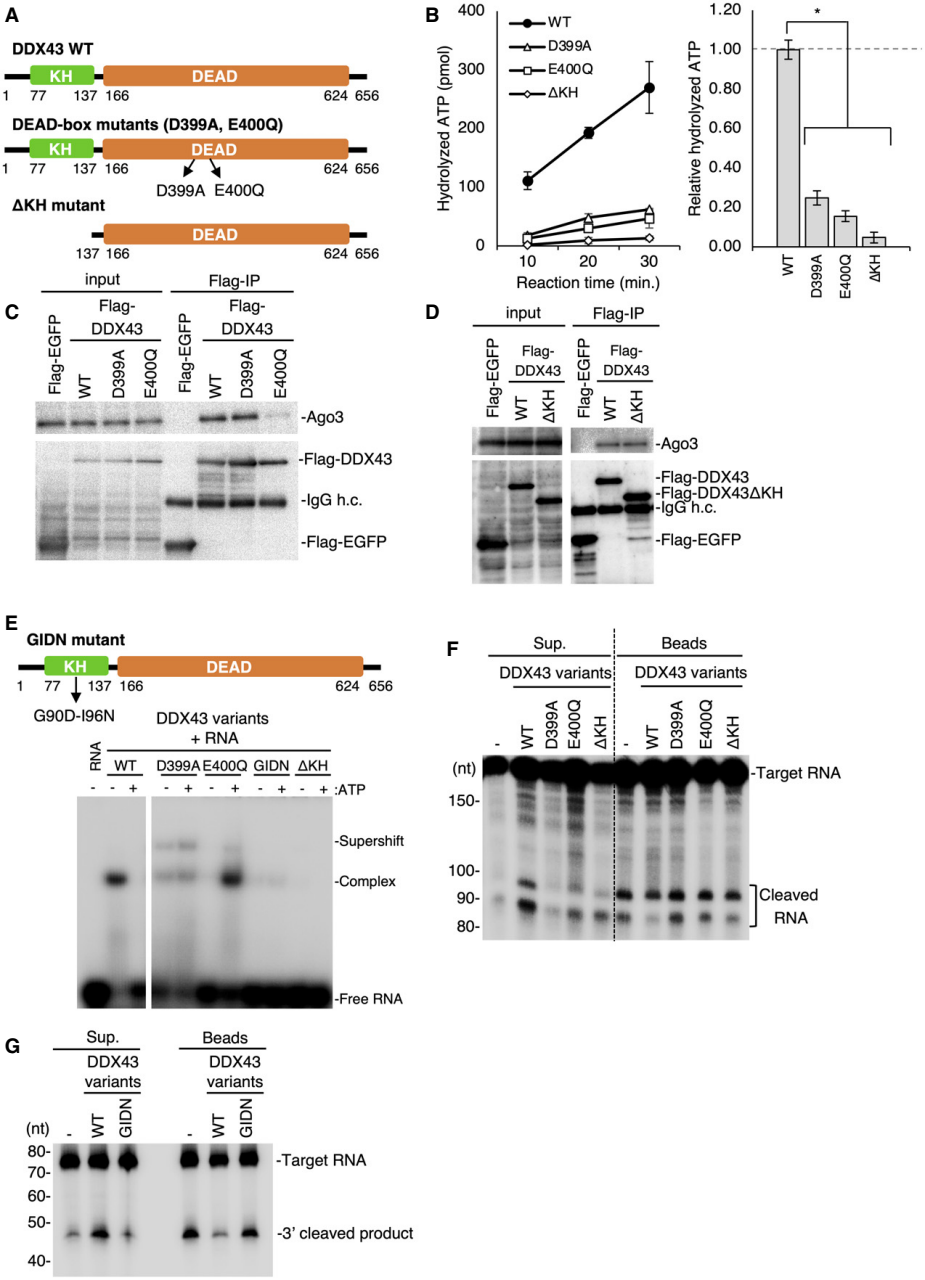
The KH domain in DDX43 is required for enzymatic activation The domain organization of DDX43 and detail of the mutants. The conserved KH domain and DEAD‐box helicase domain are indicated. D399 and E400 are highly conserved residues within the ATPase active site in the helicase domain.Quantification of ATPase activity of DDX43 variants. The graph on the right indicates the ratio of the hydrolyzed ATP produced by DDX43 mutants to that of the WT DDX43. Data represent the mean ± standard deviations. *n* = 3 independent experiments. *P < 0.002 as determined with the *t*‐test.Immunoprecipitation of Ago3 with Flag‐tagged DDX43 WT and its D399A and E400Q mutants. Ago3 and DDX43 were detected by Western blotting using anti‐Ago3 and anti‐Flag‐antibodies, respectively. Flag‐EGFP was used as a negative control. The E400Q mutation in DDX43 impairs the interaction between Ago3 and DDX43. IgG h.c.: IgG heavy chain.Immunoprecipitation of Ago3 with Flag‐tagged DDX43 WT and its ΔKH mutant lacking KH domain. Ago3 and DDX43 were detected by Western blotting using anti‐Ago3 and anti‐Flag‐antibodies, respectively. Flag‐EGFP was used as a negative control. The ΔKH mutant maintains affinity to Ago3. IgG h.c.: IgG heavy chain.RNA‐binding activity of DDX43 variants as analyzed by EMSA. Upper: The GIDN mutant was substituted G90 and I96 conserved within the KH domain to Asp and Asn, respectively. Lower: A 40‐nt single‐stranded RNA was 5′ end‐labeled with ^32^P and incubated with DDX43 variants in the presence or absence of 0.1 mM ATP. Supershift means non‐canonical complex.RNA‐unwinding assays upon Ago3‐piRISC‐dependent target RNA cleavage. Unwinding activities of DDX43 WT and its D399A, E400Q, and ΔKH mutants are shown. RNAs cleaved by Ago3 are shown as “Cleaved RNA”.RNA‐unwinding assays upon Ago3‐piRISC‐dependent target RNA cleavage. Unwinding activities of DDX43 WT and its GIDN mutant are shown. RNA cleaved by Ago3 is shown as “3′ cleaved RNA”.

To reveal the functional contributions of the two domains in piRISC production, we produced three mutants: ΔKH, D399A, and E400Q (Fig 4A). The ΔKH mutant lacked the N‐terminal 137 residues containing the complete KH domain (a.a. 77–136). The D399A and E400Q mutants contained a single amino acid substitution in the helicase core. Based on previous findings for Vasa (Xiol *et al*, 2014; Nishida *et al*, 2015), we inferred that the D399A and E400Q mutations would abolish the ATP binding and hydrolysis activities of DDX43, respectively.

We first examined the ATP hydrolysis activity of the three mutants (Fig 4B). Strikingly, against our expectations, all mutants showed minimal ATP hydrolysis, which was in sharp contrast to the wild‐type (WT) control. The ΔKH mutant contained the complete helicase core, and we, therefore, assumed that it would fully hydrolyzes ATP; but this was not the case. These findings suggested that the KH domain in DDX43 supports the ATP hydrolysis activity of the DEAD‐box domain. The KH domain itself does not appear to be responsible for ATP hydrolysis, however, because the D399A and E400Q mutants also showed little ATP hydrolysis activity.

DDX43 WT and the D399A but not the E400Q mutant associated with Ago3 to a similar extent (Fig 4C). The ΔKH mutant also bound to Ago3 (Fig 4D). These results indicated that the KH domain is dispensable in the Ago3–DDX43 interaction but indispensable in ATP hydrolysis. The RNA‐binding activity of DDX43 WT and the two mutants was verified by gel shift assays. DDX43 WT remained bound with RNA in the absence of ATP but dissociated from it in the presence of ATP (Fig 4E). In sharp contrast, the E400Q mutant remained bound to the RNA in the presence of ATP but did not bind to the RNA in the absence of ATP. The D399A mutant weakly bound the RNA under both conditions but the ΔKH mutant hardly bound to the RNA under any of the conditions we employed. These findings indicated that DDX43 WT can bind RNA in the absence of ATP but requires ATP for RNA dissociation, while the ΔKH mutant may not bind ATP because of a failure in RNA binding. The latter agreed with the above observation that this mutant exhibited little ATP hydrolysis activity. However, the ΔKH mutant bound with Ago3, indicating that the helicase core is dedicated to the DDX43–Ago3 interaction. The E400Q mutant was unique because it required ATP to bind the RNA, unlike DDX43 WT. One possible explanation for this is that the E400Q mutation resulted in a conformational change in DDX43 and that DDX43–ATP binding reversed this change, allowing the mutant to bind RNA along with ATP.

We then mutated two amino acids in the VIGxxGxxI stretch conserved within the KH domains of many RNA‐binding proteins (Siomi *et al*, 1994; Valverde *et al*, 2008), namely Gly90 and Ile96. These restudies were substituted with aspartic acid and asparagine, respectively, in the full‐length protein and we then examined the ATP hydrolysis and RNA‐binding activities of this double mutant (termed “GIDN”). This GIDN mutant hydrolyzed ATP as efficiently as the WT (Fig EV4B) but its RNA binding was negligible (Fig 4E), as has been observed for similar mutants of other KH domain‐containing RNA‐binding proteins (Siomi *et al*, 1994).

This series of investigations using DDX43 mutants clarified the roles of the two domains in DDX43 function. The helicase core is responsible for Ago3 binding and ATP hydrolysis, but hydrolysis requires physical (but not functional) support from the KH domain. The RNA‐binding activity is cooperatively (but not additively) contributed by both domains.

Finally, we examined whether the D399A, ΔKH, and GIDN mutants of DDX43 exhibited the RNA releasing activity. All four mutants failed to show this activity in contrast to the WT control (Fig 4F and G). Thus, RNA release from Ago3‐piRISC requires both the helicase core and the KH domain of DDX43.

Previous studies showed that human DDX43 exhibits RNA‐unwinding activity *in vitro* and is expressed specifically in the germline, as well as in certain cancerous cells (Martelange *et al*, 2000; Mathieu *et al*, 2010; Talwar *et al*, 2017). For this reason, DDX43 has been widely used as a germline marker, similar to Vasa (Gustafson & Wessel, 2010). However, the molecular function of this protein and the biological significance thereof remained unclear. In parallel, we and others previously proposed the function of Vasa in the ping‐pong pathway (Xiol *et al*, 2014; Nishida *et al*, 2015): Vasa liberates RNA from Siwi‐piRISC upon its cleavage to facilitate Ago3‐piRISC production. However, Vasa failed to do the same for Ago3‐piRISC to produce Siwi‐piRISC. This meant that there was another Vasa‐like factor acting on Ago3‐piRISC to remove RNAs from the complex for Siwi‐piRISC synthesis. However, this factor remained unidentified since the discovery of Vasa function in the piRNA pathway in 2015. In the current study, we succeeded in identifying a “sibling” of Vasa, DDX43, as the missing factor and provided evidence that DDX43 indeed acts as the key player in Siwi‐piRISC synthesis through the ping‐pong cycle.

How DDX43 mechanistically liberates cleaved RNAs from Ago3‐piRISC remains unknown. The RNA‐unwinding activity of human DDX43 shows a strong bias toward substrates containing a 5′‐overhang (Talwar *et al*, 2017). If this bias also applies to *Bombyx* DDX43, the 5′‐fragment of the two RNA fragments arising from Ago3‐dependent cleavage should theoretically be released more quickly from the piRISC than the 3′‐fragment. However, in reality, we observed that the 3′‐fragment containing a 3′‐overhang was released from the piRISC faster than the 5′‐fragment containing a 5′‐overhang. This suggests that the direction of RNA unwinding by *Bombyx* DDX43 is opposite to that of human DDX43. The 3′‐fragment anneals with Ago3‐bound piRNA over a 10‐nt stretch, while the 5′‐fragment anneals over 16 nt or more (depending on the length of the piRNA). From a thermodynamic point of view, the 5′‐fragment is, therefore, more stably bound to the piRNA than the 3′‐fragment, which would explain why this fragment is released more slowly. What if a target RNA were used harboring a sequence complementary to the piRNA over only 20 nt from the 5′‐end of the piRNA? This would equal the number of nucleotides in the piRNA annealing to both the 5′‐ and 3′‐fragments combined (i.e., 10 nt each), and thermodynamic bias would no longer be evident. However, in this case, Ago3 cleavage may not be effective and the result would be inconclusive because such treatment would destabilize the target RNA–piRNA interaction. An alternative hypothesis is that DDX43 liberates cleaved RNAs from the piRISC from the site where Ago3‐dependent cleavage occurs.

DDX43 contains the KH domain in addition to the helicase core. To our knowledge, this domain combination is unique to DDX43 among the members of the DEAD‐box protein family. The KH domain of DDX43 exhibits RNA‐binding activity, as expected. Interestingly, however, this domain was observed to play an additional role, namely the acceleration of the ATP hydrolysis activity of the helicase core, although this enhancement of ATP hydrolysis was not dependent on the RNA‐binding activity of the KH domain. This inter‐domain regulation of protein functions is, however, not exclusive to DDX43. RNase R is an exonuclease with helicase activity and consists of a nuclease domain, cold‐shock domains (CSD1, 2), and S1 domain (Vincent & Deutscher, 2009; Hossain *et al*, 2015; Hossain *et al*, 2016). The CSDs and S1 additively exert the double‐stranded RNA‐binding and ATP‐binding activity of RNase R, which then strengthens its unwinding activity. Prp22, a DExD/H‐box protein playing a role in splicing, is composed of an S1 domain and a helicase core (Schneider & Schwert, 2001). Interestingly, the S1 domain has a negative effect on the ATPase activity, as well as the RNA‐unwinding activity of the helicase core of Prp22.

Vasa and DDX43 release RNAs from Siwi‐piRISC and Ago3‐piRISC, respectively. How is this selectivity maintained *in vivo*? Domain mapping may help us to answer this question. Alternatively, we postulate that solving the 3D structures of Siwi‐piRISC bound with Vasa and Ago3‐piRISC bound with DDX43 in the absence of Mg^2+^ may be a more straightforward approach. However, this may require the piRISC to be in a form that is engaged with the target RNAs. We previously solved the 3D structure of endogenous Siwi‐piRISC (Matsumoto *et al*, 2016). At that time, the piRISC was immunoisolated from BmN4 cells using an anti‐Siwi antibody, and the piRNAs residing in the structure were heterogeneous in sequence. To investigate the piRISCs in a target RNA‐engaged form, we would need to use complexes containing only one piRNA sequence at a time. Because isolating unbound PIWI is a challenging task (due to its extremely high instability *in vivo*), we are currently developing a method for substituting the originally isolated piRNAs with a new piRNA of choice.

## Materials and Methods

### Plasmid construction

The primers used to produce the constructs are listed in Table EV1. Vectors to express Flag‐EGFP, Flag‐Siwi, Flag‐Ago3, Flag‐Spn‐E, and Flag‐Vasa were constructed as described previously (Nishida *et al*, 2015). To express Flag‐tagged Dpb‐2, DDX43, Bel, and me31B in BmN4 cells, these genes were amplified by PCR using BmN4 cDNA and then cloned into pIB‐3xFlag vector using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs, Ipswich, MA, USA) or SLiCE (Motohashi, 2015). To yield the pET47b‐DDX43 and pGEX6p1‐DDX43 N‐200 (amino acids 1‐200), DNA fragments of DDX43 were amplified by PCR using pIB‐3xFlag‐DDX43 and inserted into pET‐47b or pGEX‐6p1. The expression vectors of the DDX43 mutants [G90D‐I96N (GIDN), D399A, E400Q, and ∆KH)] and the EGFP mRNA inserted Ago3 target sequence were prepared by site‐directed mutagenesis.

### RNAi and transgene expression in BmN4 cells

Transfection of the siRNA and expression vector were performed essentially as described previously (Nishida *et al*, 2015). The sequences of the siRNA duplexes used for RNAi are listed in Table EV1. To knock down genes, BmN4 cells (0.5–1 × 10^6^ cells) were transfected with 500 pmol siRNA duplex by electroporation with the Nucleofector 2b (Lonza, Basel, Swiss). To exogenously express proteins in BmN4 cells, the cells (6 × 10^5^ cells) were transfected with 2 µg of plasmid in 5 µl of FuGENE HD transfection reagent (Promega, Madison, WI, USA). After transfection, cells were incubated at 26°C for 48 h.

### Antibodies

Monoclonal antibodies for Vasa, Siwi, and Ago3 detection were produced as described previously (Nishida *et al*, 2015). The anti‐Vret monoclonal antibody was raised in our laboratory (Nishida *et al*, 2020). We produced the anti‐DDX43 monoclonal antibody by immunizing mice with the purified GST‐tagged N‐terminal region (amino acids 1–200) of DDX43. The monoclonal ANTI‐FLAG M2 antibody (Merck, Darmstadt, Germany) for immunoprecipitation, anti‐DDDDK‐tag monoclonal antibody (FLA‐1 clone, Medical and Biological Laboratories, Aichi, Japan) for Western blotting and non‐immune mouse IgG (Immuno‐Biological Laboratories, Gunma, Japan) were commercially sourced.

### Immunoprecipitation

Immunoprecipitation was performed essentially as described previously (Saito *et al*, 2006). For co‐immunoprecipitation, BmN4 lysates prepared in Co‐IP buffer [30 mM HEPES‐KOH pH 7.3, 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM dithiothreitol, 0.1% (*w*/*v*) NP‐40 and cOmplete ULTRA EDTA‐free protease inhibitor (Roche, Indianapolis, IN, USA)] were incubated with antibodies bound to Dynabeads Protein G (Thermo Fisher Scientific, Waltham, MA, USA) at 4°C for 1 h. The beads were washed three times with Co‐IP buffer, and then isolated proteins were eluted with SDS sample buffer for Western blotting or silver staining using the SilverQuest Silver Staining Kit (Thermo Fisher Scientific). For immunoprecipitation in the presence of EDTA, we used Co‐IP buffer containing 1 mM EDTA instead of magnesium acetate. To avoid co‐elution of the antibody during the identification of proteins associated with Ago3, the beads and antibody were crosslinked with phosphate‐buffered saline (PBS) containing 200 mM triethanolamine and 50 mM dimethyl pimelimidate at 26°C for 1 h. After incubation, the reaction was quenched with PBS containing 50 mM ethanoleamine at 26°C for 15 min, and the beads were then incubated with 0.1 M glycine pH 3.0 at 26°C for 10 min to remove uncrosslinked antibody. The crosslinked beads were washed with 0.1 M glycine (pH 3.0) and equilibrated with Co‐IP buffer before immunoprecipitation. For the preparation of beads bound only with Siwi or Ago3, we performed immunoprecipitation using HS buffer (Co‐IP buffer containing 500 mM sodium chloride) instead of Co‐IP buffer.

### Purification of recombinant proteins

The pIB vectors expressing Flag‐tagged DDX43 variants or Vasa were transfected into BmN4 cells. The cells were suspended with HS buffer and incubated for 10 min on ice. After incubation, samples were centrifuged to remove the cell debris and applied to ANTI‐FLAG M2 Affinity Gel (Merck) equilibrated with HS buffer. The resin was then rotated at 4°C for 1 h and then washed with five column volumes of HS buffer and three column volumes of Co‐IP buffer. The immunoisolated proteins were eluted with Co‐IP buffer containing 10% (*v*/*v*) glycerol and 500 µg/ml 3× FLAG Peptide (Merck). pET and pGEX vectors encoding His‐tagged or GST‐tagged proteins, respectively, were transformed to Rosetta2 (DE3) cells (Merck). The cells were grown at 37°C in Luria Bertani medium until the optical density at 600 nm reached 0.6, following which, protein expression was induced by the addition of 0.2 mM isopropyl β‐D‐1‐thiogalactopyranoside (IPTG) at 16°C for 18 h. To purify the His‐tagged DDX43 variants, the cells were suspended with His A buffer [20 mM Tris–HCl pH 8.0, 1 M sodium chloride, 20 mM imidazole, 1 mM dithiothreitol, 5% (*v*/*v*) glycerol and cOmplete ULTRA EDTA‐free protease inhibitor (Roche)] and lysed by sonication. The samples were centrifuged and filtered to remove the cell debris, and then loaded onto Ni sepharose 6 Fast Flow resin (GE Healthcare, Chicago, IL, USA) equilibrated with His A buffer. The resin was washed with 10 column volumes of His A buffer, and bound proteins were eluted with His B buffer [20 mM Tris–HCl pH 8.0, 1 M sodium chloride, 300 mM imidazole, 1 mM dithiothreitol and 5% (*v*/*v*) glycerol]. The eluted proteins were dialyzed against storage buffer [25 mM HEPES‐KOH pH 7.3, 150 mM potassium acetate, 1 mM dithiothreitol and 20% (*v*/*v*) glycerol]. To yield GST‐DDX43 N‐200, the cells were suspended with GSTA buffer [20 mM Tris–HCl pH 8.0, 500 mM sodium chloride, 1 mM dithiothreitol, and cOmplete ULTRA EDTA‐free protease inhibitor (Roche)] and lysed by sonication. The sample was clarified by centrifugation and filtration and loaded onto Glutathione Sepharose 4B resin (GE Healthcare). The resin was washed with 10 column volumes of GSTA buffer, and bound protein was eluted with GSTB buffer (50 mM Tris–HCl pH 8.0, 500 mM sodium chloride, 1 mM dithiothreitol and 10 mM reduced glutathione). After elution, the sample was dialyzed against PBS containing 10% (*v*/*v*) glycerol. After dialysis, the purified proteins were concentrated with an Amicon Ultra‐4 centrifugal filter unit (Merck) and quantified with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific).

### Isolation and detection of small RNAs associated with PIWI proteins

Small RNAs associated with Siwi and Ago3 were extracted from immunoprecipitated beads by phenol‐chloroform treatment and precipitated with ethanol. RNAs were dephosphorylated with antarctic phosphatase (New England Biolabs), radiolabeled with gamma‐^32^P‐ATP using T4 Polynucleotide Kinase (New England Biolabs) and then separated on a denaturing PAGE. Autoradiographs were captured with the using Typhoon FLA 9500 laser scanner (GE Healthcare).

### Northern blotting

Northern blotting and isolation of total RNA from BmN4 cells were performed essentially as described previously (Hirakata *et al*, 2019). The sequences of the probes used are shown in Table EV1. Autoradiographs were captured with the Typhoon FLA 9500 scanner, and the signal intensities were calculated using ImageJ software (https://imagej.nih.gov/ij/).

### Mass spectrometry

The solutions containing peptides were applied to liquid chromatography–tandem mass spectrometry (LC‐MS/MS) analysis whereas the analytical details have already been reported (Yashiro *et al*, 2018). NanoLC‐MS/MS analysis was conducted by LTQ‐Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) equipped with Zaplous Advance nano UHPLC HTS‐PAL xt System (AMR). The mass spectrometer was operated in the positive ionization mode, and isolated charged ions were sequentially fragmented in the linear ion trap by collision‐induced. The protein annotation data were compared against the protein sequence data available for *Bombyx mori* in the UniProt database through the application of the search program Proteome Discoverer 2.1 (Thermo Fisher Scientific) featuring the Sequest HT search algorithm for the identification of proteins and the post‐translational modification sites. The carbamidomethylation of Cys was searched as a fixed modification, whereas oxidized Met, phosphorylation of Ser, Thr, and Tyr were searched as variable modifications.

### Pull‐down assay

The beads bound with Ago3 were prepared as described earlier in the Materials and Methods and mixed with 200 µl Co‐IP buffer containing 5 ng/µl His‐DDX43. The mixture was rotated at 4°C for 1 h and washed twice with Co‐IP buffer. The bound proteins were eluted with SDS sample buffer and analyzed by SDS–PAGE, followed by silver staining.

### Immunofluorescence

BmN4 cells were placed on 0.075% (*w*/*v*) poly‐l‐lysine coated cover glasses. Cells were fixed with 4% formaldehyde in PBS for 15 min and permeabilized with 0.2% (*v*/*v*) Triton X‐100 in PBS for 15 min. After blocking with 3% (*w*/*v*) BSA in PBS (PBS‐B) for 15 min, cells were incubated with 1 ng/μl primary antibodies diluted with PBS‐B for 1 h. After washing with PBS‐B, cells were incubated with secondary antibodies [Alexa 488‐ and Alexa Fluor 555‐labeled goat anti‐mouse immunoglobulin G1 (IgG1) and IgG2a antibodies (Thermo Fisher Scientific)] in PBS‐B for 1 h in a dark room. Cover glasses were mounted with Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories, Burlingame, CA, USA). Images were captured with an LSM 980 confocal laser‐scanning microscope (Zeiss) equipped with Plan‐Apochromat 63×/1.4 Oil DIC M27 objective lens (Zeiss).

### Preparation of target RNAs

In Figs 3D, E, 4F, and EV3D, the template DNA for the *in vitro* transcription of the Ago3 target RNA was amplified by PCR using primers for the T3 and T7 promoter. The radiolabeled target RNA was transcribed with the MEGAscript T3 Transcription Kit (Thermo Fisher Scientific) and labeled with α‐^32^P‐UTP. After transcription, the RNA sample was purified by denaturing PAGE. In Fig 3F, Siwi target RNA was radiolabeled using T4 polynucleotide kinase. In Fig 4G, to produce the target RNA, Ago3 target RNA 5′ and radiolabeled Ago3 target RNA 3′ were ligated using T4 RNA Ligase 2 (New England Biolabs) and purified by denaturing PAGE. The sequences of the template DNA used for *in vitro* transcription and RNAs were described in Table EV1.

### *In vitro* RNA cleavage and releasing assay

The magnetic beads (600 µg) bound with Ago3 were prepared as described earlier in the Materials and Methods and mixed with 100 µl cleavage buffer [20 mM HEPES‐KOH pH 7.3, 100 mM potassium acetate, 2 mM magnesium acetate, 5 mM dithiothreitol, and 0.04 U/µl RNasin Ribonuclease inhibitors (Promega)] containing 5 µg/ml yeast RNA (Thermo Fisher Scientific) and ^32^P‐labeled Ago3 target RNA. After incubation for 3 h at 26°C, the reaction mixture was separated into the supernatant and the beads. For cleaved RNA releasing assay, the separated beads were mixed with 100 µl cleavage buffer containing 4 mM ATP and 130 nM Flag‐Vasa or Flag‐DDX43, incubated at 26°C for 1 h, and then, the mixtures were separated into the beads and the supernatant. The target RNAs in these fractions were extracted by phenol‐chloroform treatment, precipitated with ethanol, run on denaturing gels, and visualized with the Typhoon FLA 9500. The assays using Siwi were performed based on the method described previously (Nishida *et al*, 2015). The magnetic beads (900 µg) bound with Siwi were prepared as described earlier in the Materials and Methods and mixed with 30 µl Siwi cleavage buffer [50 mM Tris–HCl pH 8.0, 150 mM sodium chloride, 2 mM magnesium chloride, 1 mM dithiothreitol, 5% (*w*/*w*) PEG6000, 0.04 U/µl RNasin Ribonuclease inhibitors (Promega) and 5 µg/ml yeast RNA (Thermo Fisher Scientific)] and ^32^P‐labeled Siwi target RNA. After incubation for 3 h at 26°C, the reaction mixture was separated into the supernatant and the beads. After separation, the beads were mixed with 30 µl Siwi cleavage buffer containing 4 mM ATP, 10 mM creatine phosphate, 30 µg/ml creatine kinase (Roche), and 130 nM Flag‐Vasa or Flag‐DDX43, incubated at 26°C for 2 h. The mixtures were then separated into the beads and the supernatant. Target RNAs in these fractions were extracted and detected as in Ago3 cleavage assays.

### *In vivo* reporter assay

BmN4 cells (5 × 10^6^ cells) were transfected with luciferase, Ago3, or DDX43 siRNA duplex as described earlier in the Materials and Methods. After 6 days, the cells (5 × 10^6^ cells) were transfected again with the same siRNA duplex. The cells were transfected with 10 µg reporter plasmid (pIB‐EGFP‐Ago3 target) and pIB‐Flag‐Siwi on day 7 and 8, respectively. On day 10, the total RNA and Flag‐Siwi‐piRNA were isolated from the cells and analyzed as described earlier in the Materials and Methods.

### Electrophoretic mobility shift assay (EMSA)

For the gel shift assay, 40 nt RNA was radiolabeled with γ‐^32^P‐ATP using T4 polynucleotide kinase and purified on Micro Bio‐Spin Columns loaded with Bio‐Gel P‐30 (Bio‐Rad, Hercules, CA, USA). The 10‐µl reaction mixtures containing 25 mM HEPES‐KOH (pH 7.3), 50 mM potassium acetate, 1 mM magnesium acetate, 1 mM dithiothreitol, 5 nM the labeled RNA, and 0.5 µM His‐DDX43 variants were incubated at 26°C for 10 min. After incubation, the samples were mixed with 2 µl of nondenaturing PAGE sample buffer [0.1% (*w*/*v*) bromophenol blue, 0.1% (*w*/*v*) xylene cyanol, and 50% (*v*/*v*) glycerol] and then the RNA‐Protein complexes were separated on a 6% nondenaturing Tris‐glycine gel. The gels were visualized with the Typhoon FLA 9500.

### Measurement of ATPase activity

The 20‐µl reaction mixtures, containing 0.5 µM DDX43, 25 mM HEPES‐KOH (pH 7.3), 50 mM potassium acetate, 1 mM magnesium acetate, 1 mM dithiothreitol, 0.5 mg/ml BSA and 2 mM gamma‐^32^P‐ATP, were incubated at 26°C. After incubation, the inorganic phosphate liberated was assayed as described previously (Frolova *et al*, 1996).

### Analysis of RNA sequences

RNA sequencing libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England BioLabs) and then sequenced with the Illumina MiSeq (single‐end, 51 cycles). After adaptor sequences were removed from obtained reads, for Siwi‐piRNAs, total reads were obtained from DDX43‐knockdown samples (library‐1 and library‐2, respectively). Siwi‐piRNA libraries under control and Vasa‐knockdown conditions were used as described in a previous study (Nishida *et al*, 2015). The reads were also mapped to the *B. mori* reference genome downloaded from SilkBase (silkbase.ab.a.u‐tokyo.ac.jp) using Bowtie software (http://bowtie‐bio.sourceforge.net), with no mismatch allowed (Langmead *et al*, 2009). Using sequences mapped to the genome, phasing analyses were conducted. For Fig EV2A, the reads in library‐1 and library‐2 from Siwi‐piRNA in the DDX43‐knockdown samples described above were normalized to reads per million (RPM) against the total number of reads in the corresponding dataset. 

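At these depths, 10 RPM corresponded to 25.2 reads in library-1 and 22.5 reads in library-2. Library-1 held 10362 sequences with over 10 RPM and library-2 held 10902. The sequences with over 10 RPM in both libraries carried 62.3% of RPM in library-1 and 59.4% in library-2. The deposited RPM values of each library summed to 1000000 over the listed sequences, so the total in the denominator was that of the listed sequences.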

After extracting the reads with scores > 10 RPM, Spearman’s correlation was calculated and scatter plot was described for each sample. For Fig EV2B, the RPM scores of library‐1 and library‐2 were first combined for each sample. Comparing the control and Vasa‐knockdown samples, the reads were classified into three groups based on their Vasa‐KD (RPM)/Control (RPM) ratio: piRNAs with a ratio Vasa‐KD (RPM)/Control (RPM) value was ≥ 2, 0.5 < ratio < 2, or ratio ≤ 0.5 were categorized as increased, unchanged, or decreased, respectively.

### Sequence alignment

The multiple sequence alignment was generated with the programs Clustal W (Larkin *et al*, 2007) and ESPript (Robert & Gouet, 2014).

## Author contributions

RM performed biochemical analyses. TS performed bioinformatics analyses. LN performed LC–MS/MS analyses. RM and MCS designed the experiments and wrote the manuscript. MCS supervised all of the research.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The accession number for the sequence data reported in this paper is as follows GEO: GSE161405. The mass spectrometry data from this publication have been deposited to the ProteomeXchange (http://www.proteomexchange.org) and assigned the identifier PXD023467.

# Supplementary material for: DEAD‐box polypeptide 43 facilitates piRNA amplification by actively liberating RNA from Ago3‐piRISC
**Source:** EMBO Rep. 2021 Feb 8;22(4):e51313. doi: 10.15252/embr.202051313

Expanded View Figures

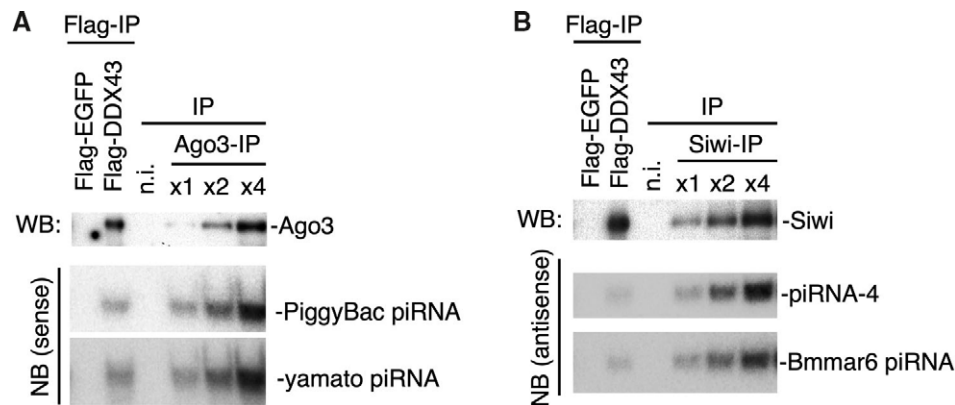

**Figure EV1. Analysis of the ratios of piRISC bound to DDX43.**

A Ago3 interaction with DDX43 was detected by Western blotting (WB). The Ago3-piRNAs, PiggyBac-piRNA and yamato-piRNA, were detected by Northern blotting (NB).  
B Siwi interaction with DDX43 was detected by Western blotting. The Siwi-piRNAs, piRNA-4 and Bmmar6-piRNA, were detected by Northern blotting.

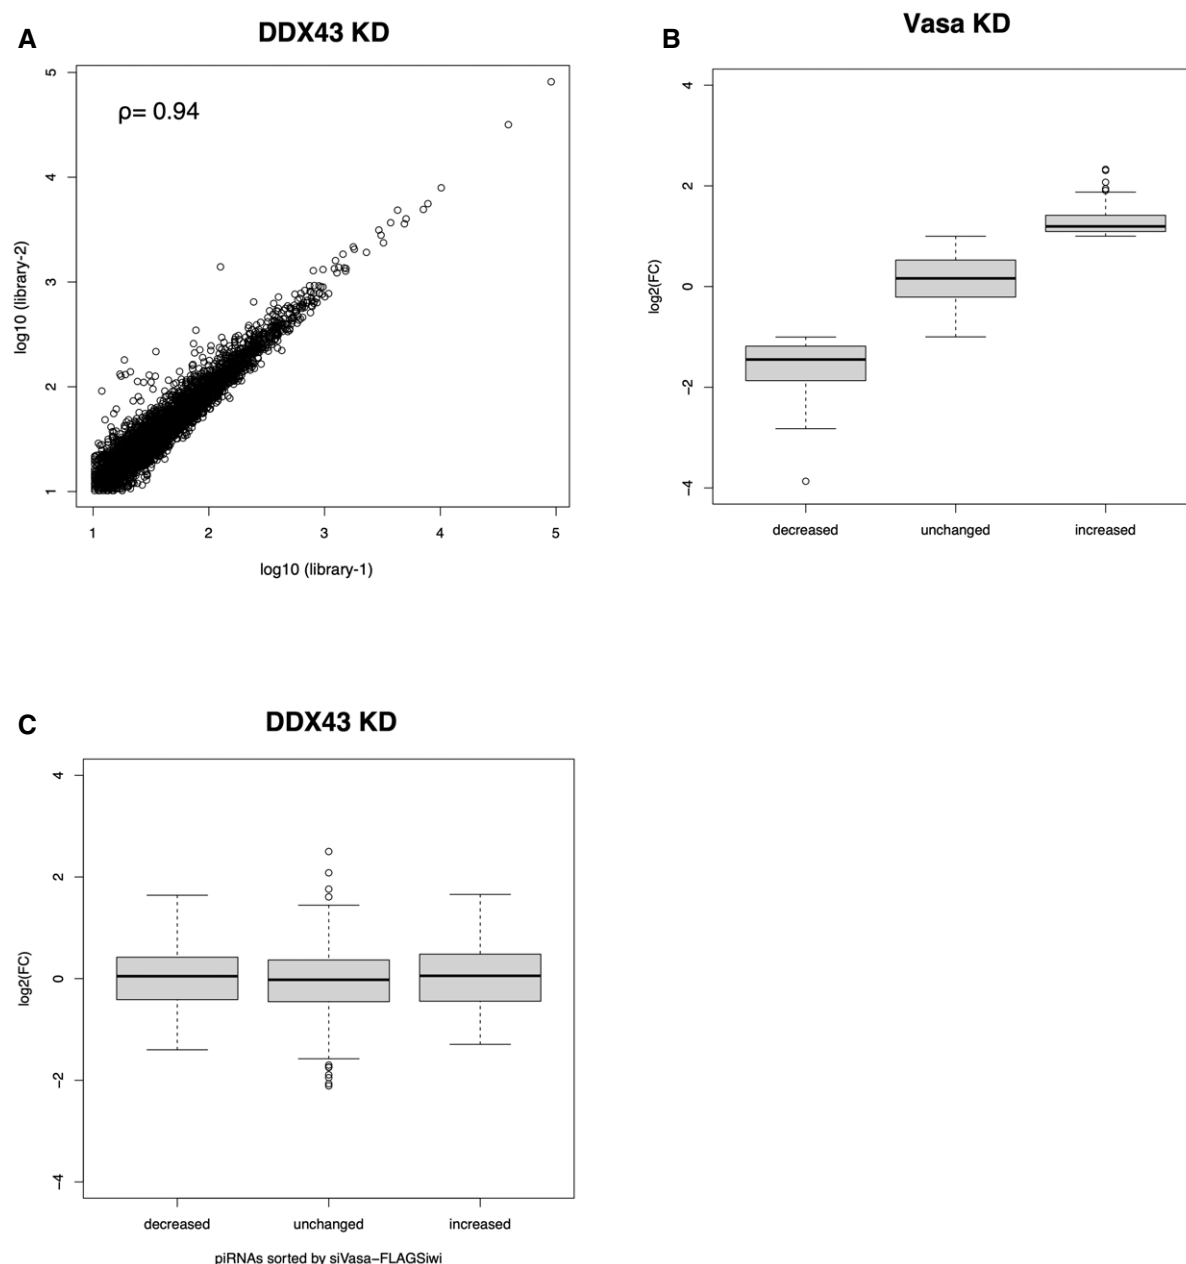

**Figure EV2. Comparison of Siwi-piRNA profiles in Vasa- and DDX43-depleted cells.**

- A Scatter plot of normalized Flag-Siwi-piRNA abundance in two replicate sequencing libraries (library-1 and library-2) generated from DDX43-depleted BmN4 cells (Spearman's  $\rho = 0.94$ ). Each data point represents a piRNA sequence.
- B Boxplot showing the  $\log_2$ -fold change in the Vasa-KD (RPM)/Control (RPM) ratios. The piRNAs with a reads per million (RPM) ratio  $\geq 2$ ,  $0.5 < \text{ratio} < 2$ , or  $\leq 0.5$  were categorized as increased, unchanged, and decreased, respectively. Median, first and third quartile, maximum and minimum values, and outliers are presented as the central band, boxes, whiskers, and circles. The combined datasets ( $n = 2$ , biological replicates) were used for analysis.
- C Boxplot showing the  $\log_2$ -fold change in the DDX43-KD (RPM)/Control (RPM) ratios of piRNAs in the increased, unchanged, and decreased groups as defined in (B). Median, first and third quartile, maximum and minimum values, and outliers are presented as the central band, boxes, whiskers, and circles. The combined datasets ( $n = 2$ , biological replicates) were used for analysis.

**Figure EV3. *In vivo* reporter assay and *in vitro* unwinding assay.**

- A Experimental procedure for the *in vivo* reporter assay (see Materials and Methods for further details) used to detect artificial Siwi-piRNA produced by a reporter plasmid encoding the PiggyBac-piRNA target sequence.
- B Analysis of the Yamato-based and Pao-based artificial piRNA biogenesis in DDX43-depleted BmN4 cells related to Fig 3C.
- C The experimental procedure for the Ago3-cleaved target RNA-unwinding assay (see Materials and Methods for further details).
- D *In vitro* target RNA cleavage by Ago3 and fractionation of the cleaved RNAs. n.i.: non-immune mouse IgG. Sup: supernatant. The cleaved target RNA remained bound to Ago3-piRISC upon cleavage.
- E Model of step-by-step pre-Siwi-piRISC assembly: Upon cleavage, the 5'-end of 3'-fragment is first bound to Siwi while the 3'-end of the piRNA precursor is still attached to Ago3-piRISC. The 3'-end of the fragment is then released from Ago3-piRISC, producing pre-Siwi-piRISC for Zuc-dependent maturation.

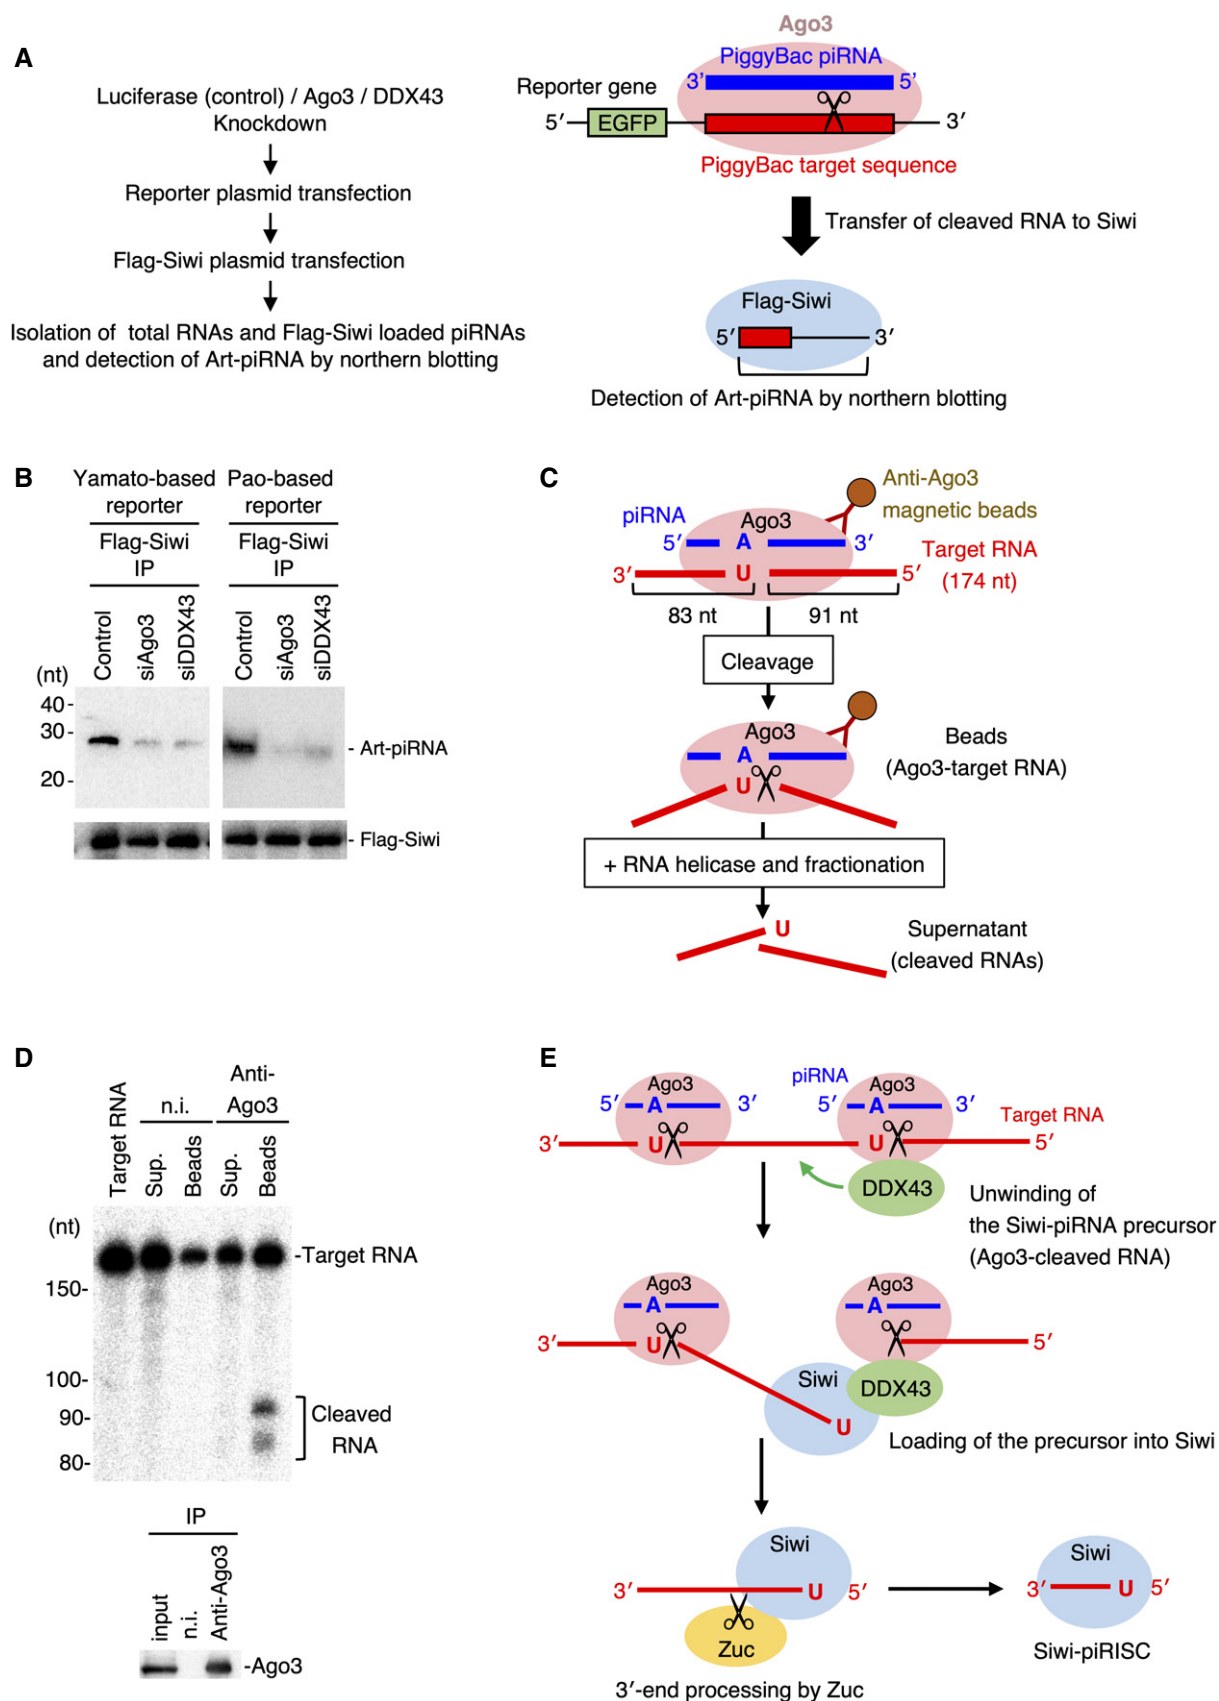

Figure EV3.

B ATPase activity of the DDX43 G90D-I96N mutant (GIDN). Data represent the mean  $\pm$  standard deviation,  $n = 3$  independent experiments.

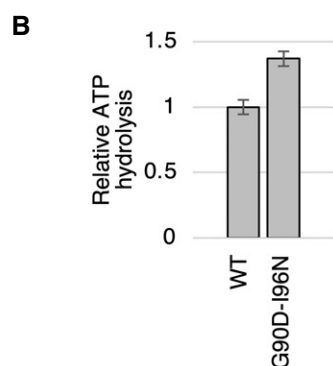

**Supplement:** Supplementary file 1 — Expanded View Figures PDF

How the deposited data were processed for this re-analysis (not part of the article)

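Small RNAs bound to Flag-Siwi were sequenced from 2 biological replicates of DDX43-depleted BmN4 cells, library-1 and library-2, which form 1 group. The libraries of control and Vasa-depleted cells from the previous study were not analysed here, so no test between conditions was made, and the boxplots of Fig EV2B and Fig EV2C, the phasing analyses and the Northern and Western blots were not re-derived.

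The authors removed adaptor sequences, tallied each distinct sequence of each library and deposited its abundance in RPM. The paper's text and the sample labels do not name the trimming tool or the limits on length. The list holds 652429 distinct sequences of 22 to 32 nt, so RNAs outside these lengths were not analysed here. The RPM values are whole multiples of the value of 1 read, and 100% of the nonzero values gave whole reads, 2522721 in library-1 and 2251795 in library-2. A count of 0 allows up to 1.19 RPM in library-1 and 1.33 RPM in library-2 (3 reads), and intervals and limits cover counting error only. With 2 libraries, an SD rests on 2 values.

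The replicates were compared over sequences with over 10 RPM in both libraries, a reading of the methods that fits the axes of Fig EV2A. Spearman's rho was computed with SciPy 1.17.1, and its 95% interval was taken from 1000 bootstrap resamples of sequences. Ratios of library-2 to library-1 were set against the 2-fold limits of the paper without a pseudocount. Whether a sequence differed beyond counting error was tested with a two-sided exact binomial test on the recovered reads, with the share of total reads as the expected value and Benjamini-Hochberg adjustment at 0.05. Counting error alone was simulated by drawing 100 pairs of libraries from the pooled reads at the observed depths, with a Poisson distribution and a fixed seed. On simulated data, 200 sequences with over 20 RPM in the pooled reads were changed 2-fold, and 195 of them were among the 9518 tested. The binomial test called 80.5% of the changed sequences, and 3.09% of its calls were false. Recovery below 20 RPM was not measured, and 3759 of the sequences compared had a mean of 10 to 20 RPM. Shares of RPM by length, by U at position 1 and by A at position 10 were computed per library, with the shares by base taken over 25 to 31 nt. Overlaps of 5′ ends of 10 to 20 nt were counted on a match of 10 nt, weighted by the product of RPM. A pair at 10 nt was counted from both members, and a longer overlap from 1 or both. The overlap count was tested on random sequences with 300 planted partners, where the z-score was 148 against 0.234 without them. Sequences complementary to the 13 oligonucleotides of Table EV1 were found by a match of at least 20 consecutive nt (18 nt for the siRNA strands). Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

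Sequences are named by a rule set before the data were examined. They are the 5 with the highest mean RPM, the 3 with the largest and the 3 with the smallest library-2/library-1 ratio among those over 10 RPM in both libraries, and every sequence the probes of the paper should detect. The alternatives were other limits on RPM, sums over sequences with the same first 20 nt, lengths of 26 to 30 nt, each distinct sequence counted once, the 10 most abundant sequences left out, rescaling by the median ratio, pseudocounts of 1 and 10, other lengths of match and each replicate left out. Of 61 alternatives set before the data were examined, 6 were not run, because the match of the sequences to a genome was not computed here. A further 2, the removal of the median log2 ratio of each length and of each of 10 classes of GC content, were chosen after seeing the data. No genome was used here, so no position or annotation is given for any sequence.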

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

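The test on A at position 10 was chosen before its result was seen, and the division of the matches by identity to the piRNA after the matches had been seen. No group held enough libraries to look for outlying samples, and there was no contrast between groups.

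Sequences of Ago3-bound piRNAs were present in the Flag-Siwi libraries, in which the paper does not report on them, above the limit that a count of 0 allows. Sequences matching PiggyBac-piRNA (ACCAACTGTCCCTCCTCCACGTGTACGT) summed to 472 ± 29.0 RPM (SD, n = 2), with 451 RPM in library-1 and 492 RPM in library-2. Those matching Yamato-piRNA (CACTGCGAGACTTCGGCGTACGTTGA) summed to 585 ± 83.1 RPM (SD, n = 2), and their most abundant form was CACTGCGAGACTTCGGCGTACGCTGAGA with 256 and 185.2 RPM. RNAs complementary to the target sites of the Ago3-piRNA reporters for Yamato (TCCCACAAGATTGTCCCGAATTCAAG) and Pao (ACAGAAAAGAACAGAAGATAGCCAAAGC) summed to 729 ± 73.9 RPM (SD, n = 2) and 460.0 ± 55.8 RPM (SD, n = 2), and their most abundant forms were TCCCACAAGATTGTCCCGAATTCAAGAGA (522 and 453 RPM) and the site's complement itself (193 and 154 RPM). In comparison, the Siwi-piRNA piRNA-4 summed to 39.3 ± 8.49 RPM (SD, n = 2) and Bmmar6-piRNA to 337 ± 12.9 RPM (SD, n = 2). The order depends on the match. The sequence identical to Yamato-piRNA (46.4 RPM in library-1 and 42.6 RPM in library-2) was below that identical to Bmmar6-piRNA (74.5 and 97.3 RPM). The sequence identical to PiggyBac-piRNA (187.9 and 185.2 RPM) was above it. The site of the PiggyBac reporter (AATTGCAACAGCAACGCCCGATTGATA) had 3 reads in library-1 and 5 in library-2, with AATTGCAACAGCAACGCCCGATTGGTAC as the most abundant match, and is not counted among these.

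Sequences without a difference from the piRNA over the whole stretch they share were set apart from other sequences with a similar region. This was done for the matches to PiggyBac-piRNA and Yamato-piRNA and not for those to the reporter sites. All 19 sequences matching PiggyBac-piRNA were without a difference (100% of their RPM), so other sequences are argued against there. The sequence identical to the full PiggyBac-piRNA had 187.9 RPM in library-1 and 185.2 RPM in library-2 (474 and 417 reads) and ranked 373 of 652429 by mean RPM. Of the RPM matching Yamato-piRNA, 38.6% on average was in sequences without a difference (258 RPM in library-1 and 195 RPM in library-2), and the rest was in other sequences with a similar region, the most abundant form among them. The sequence identical to the full Yamato-piRNA had 46.4 and 42.6 RPM (117 and 96 reads). Ago3-piRISC in the immunoprecipitate is a candidate explanation. Of the 2001 sequences of 25 to 31 nt over 10 RPM in both libraries without U at position 1, 53.6% had A at position 10, against 24.7% at position 9, 27.2% at position 11 and 33.3% at position 10 of the 6929 sequences with U at position 1. This is the mark of the ping-pong partner of Siwi-piRNAs, but PiggyBac-piRNA itself has C at position 10. Loading of the same sequences onto Siwi stays open, since no Ago3 library or mock immunoprecipitate was analysed here. An effect of DDX43 depletion was not tested, because the libraries come from 1 condition.

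Sequences matching the bantam miRNA (TGAGATCATTGTGAAAGCTAATT) summed to 13.7 ± 3.18 RPM (SD, n = 2) from 29 reads in library-1 and 36 in library-2, also above the limit that a count of 0 allows. The most abundant form, TGAGATCATTGTGAAAGCTAAT, had 8.32 and 12.4 RPM and lies at the lower end of the listed lengths, so shorter forms were not counted. No explanation was tested for it.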

How the results depend on the processing

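Spearman's rho over sequences with over 10 RPM in both libraries (0.885) moved beyond its bootstrap interval with over 10 RPM in at least 1 library (0.822), a mean over 10 RPM (0.832), over 1 RPM in both libraries (0.791), no limit on RPM (-0.0123), sums over the same first 20 nt (0.917) and Pearson's r of log10 RPM (0.945). It stayed within the interval at over 100 RPM in both libraries (0.887) and for 25 to 31 nt (0.886). A low limit on RPM adds sequences with few reads, and counting error alone gave 0.938 at the limit of 10 RPM.

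The number of sequences with a 2-fold or larger difference (175, 137 higher and 38 lower in library-2) was 1060 with over 10 RPM in at least 1 library (785 and 275), 544 with a mean over 10 RPM (424 and 120), 5 with over 100 RPM in both libraries (5 and 0, fewer sequences being tested) and 57 with a pseudocount of 10 (56 and 1). It was 186 after rescaling by the median ratio (154 and 32), 153 with a pseudocount of 1 (124 and 29) and 117 after summing over the first 20 nt (103 and 14). Removal of the median log2 ratio of each length or of each GC class, both chosen after seeing the data, gave 155 (131 and 24) and 183 (153 and 30). More sequences were higher than lower in library-2 under each of these settings. The number that differed beyond counting error rose from 970 to 1546 with over 10 RPM in at least 1 library (960 and 586), and was 942 with the expected share from the median ratio (549 and 393) and 867 after summing (520 and 347).

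The share of RPM at 25 to 31 nt (98.2%) was 95.9% with each distinct sequence counted once, 99.0% over 10 RPM in both libraries, 97.8% without the 10 most abundant sequences and 94.6% for 26 to 30 nt. The share with U at position 1 (77.1%) was 65.0%, 81.7%, 73.8% and 77.4% under the same 4 settings. The share with A at position 10 (32.1%) was 36.1%, 28.7% and 36.5% under the first 3 and 31.9% for 26 to 30 nt. The 10 most abundant sequences held 18.5% of RPM, in place of 16.3%, after summing over the first 20 nt. The z-score of the 10-nt overlap (24.8) was 49.4 with each match weighted the same and 32.0 with over 1 RPM in both libraries. Apart from the number of sequences tested, the cause of the moves in these results, in rho and in the 2-fold counts was not tested.

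With each library left out in turn, the number of sequences over 10 RPM ranged from 10362 to 10902, the share at 25 to 31 nt from 98.0% to 98.4%, the share with U at position 1 from 77.0% to 77.2%, the share with A at position 10 from 31.9% to 32.2%, the share in the 10 most abundant sequences from 15.1% to 17.5% and the z-score from 24.3 to 25.3. Of the 13 oligonucleotides, 7 were matched above the limit that a count of 0 allows in both libraries, also with matches of 16 nt or full length, and 8 in library-2 alone. Among the 8 oligonucleotides with any match, the RPM moved by more than 1 SD under 7 alternatives, upward in 1 and downward in 6. With a match over the full length, PiggyBac-piRNA fell from 472 to 390.4 RPM and Yamato-piRNA from 585 to 216 RPM. The Pao site fell from 460.0 to 271 RPM, Bmmar6-piRNA from 337 to 154 RPM and bantam from 13.7 to 3.14 RPM. The site of the PiggyBac reporter fell from 1.70 to 0 RPM. The Yamato site (729 to 699 RPM) and piRNA-4 (39.3 to 34.0 RPM) moved by less than 1 SD.

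The share of RPM that matches the genome, with its 6 alternatives, was not run, because no genome was used here. No paired analysis was possible because the libraries form 1 group. At the main limit, 10 RPM stands for 25.2 reads in library-1 and 22.5 in library-2. Counting error at these depths gave 1.73 higher and 1.87 lower sequences on average, against 137 and 38 observed. It therefore accounts for few of the 2-fold differences at this limit. The 2-fold share was 1.77% at a mean of 10 to 30 RPM, 2.37% at 30 to 100 RPM and 1.77% over 100 RPM.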

Differences from the paper's values

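Spearman's rho between library-1 and library-2 was 0.885 over the 9016 sequences with over 10 RPM in both libraries, while the paper's value in the legend of Fig EV2A is 0.94. The difference of 0.0547 is larger than the half-width of the 95% bootstrap interval, 0.00634. Among the alternatives set before the data were examined, Pearson's r of log10 RPM (0.945) lay within that margin of the paper's value. The other alternatives set before the data were examined did not. The methods of the paper name Spearman's correlation.

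The paper states, citing an earlier study, that PiggyBac-piRNA and Yamato-piRNA had not been found in the Siwi-bound pool. In the Flag-Siwi libraries of DDX43-depleted cells, sequences sharing at least 20 consecutive nt with them summed to 472 ± 29.0 RPM (SD, n = 2) and 585 ± 83.1 RPM (SD, n = 2). Sequences that contained their full length summed to 390.4 RPM and 216 RPM on average, and the identical sequences had 187.9 and 46.4 RPM in library-1 and 185.2 and 42.6 RPM in library-2.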

Other observations

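Rescaling by the median ratio was among the alternatives set before the data were examined. The other tests on the excess in library-2 (counting error, GC content, recovery of short RNAs, isoforms and the 5′ base) were chosen only after the excess had been seen.

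Sequences at least 2-fold higher in library-2 outnumbered those at least 2-fold lower, 137 to 38. Counting error does not produce this, since libraries drawn from the pooled reads held 1.73 higher sequences on average. The scaling of the libraries does not remove it, with 154 higher and 32 lower sequences after rescaling by the median ratio. GC content does not remove it either, with 153 higher sequences once the median ratio of each GC class was taken out. At 25 nt, 29 of the 202 sequences (14.4%) were at least 2-fold higher and 1 was lower, and at 26 nt 27 of 626 (4.31%) were higher. At 30 nt, 26 of 689 (3.77%) were higher and 0 lower, and the median log2 ratio was 0.28, above the 0.12 at 25 nt, so the excess was not limited to short sequences. At 27 nt the direction was the opposite, with 9 of 1343 sequences higher and 13 lower, and at 28 nt 22 of 3089 (0.712%) were higher and 16 lower. Of the 4 and 11 sequences of 22 and 23 nt, none was higher, but their median log2 ratios were 0.33 and 0.16. At 24 nt, 3 of 44 (6.82%) were higher and 0 lower, the second largest share after 25 nt. At 29 nt, 21 of 2889 (0.727%) were higher and 7 lower, and at 31 and 32 nt none was higher. A gain shared by most sequences of a length is not the whole cause, because 131 higher sequences were left once the median ratio of each length was removed. These medians were small (log2 0.12 at 25 nt and 0.008 at 26 nt), so a gain in only some short sequences was not addressed. Of the 137 higher sequences, 59 were of up to 26 nt, a class of 887 of the 9016. RNA fragments with random 5′ ends are argued against as the main source by the share with U at position 1. It was 73.0% (100 of 137, 95% Wilson interval 65.0% to 79.7%), against 77.5% of all 9016 sequences. The interval treats isoforms with the same 5′ end as independent. A small minority of such fragments would hardly move the share, and fragments with a fixed 5′ end were not addressed.

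The isoforms with the same first 20 nt were then compared. The higher sequences of up to 26 nt had a median log2 ratio of 1.47, and the longer isoforms of the 50 that had them over 10 RPM in both libraries had a median of -0.0039. The median isoform therefore did not rise with these sequences. Its 95% bootstrap interval (-0.09 to 0.10) overlaps the 95% range of 1000 random draws of short sequences (-0.19 to -0.02), and a change in which lengths were recovered from the same 5′ ends stays open for this class. The higher sequences of 27 nt and longer had a median of 1.14, and their isoforms a median of 0.38, above the range of random draws (-0.08 to 0.14), with 5 of 59 at least 2-fold higher, against 83 of 6350 for the isoforms of sequences of any length. The bootstrap interval of this median (0.28 to 0.53) lies above that range, so such a change is not the whole cause among the longer sequences. A combination of these causes, differences between the cultures and differences between library preparations stay open, and no biological explanation was tested, since both libraries are of 1 condition.

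The paper's rho of 0.94 lies at the level that counting error alone leaves at these depths, where 100 simulated pairs gave 0.935 to 0.941.

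No sequence matched the 3 artificial Siwi-piRNAs of the reporter assays, which is below the limit of 1.19 RPM in library-1 and 1.33 RPM in library-2. These cells are described with a Flag-Siwi plasmid and without a reporter plasmid. The paper reports that the PiggyBac-based artificial piRNA was absent from naive cells. The absence here was therefore set by the design and tells nothing about an effect of DDX43 depletion. The strands of the DDX43 siRNA had no match either, but at 21 nt they are shorter than the shortest listed sequence (22 nt), so their presence could not be judged.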
